# Rapid gene content turnover on the germline-restricted chromosome in songbirds

**DOI:** 10.1038/s41467-023-40308-8

**Published:** 2023-07-29

**Authors:** Stephen A. Schlebusch, Jakub Rídl, Manon Poignet, Francisco J. Ruiz-Ruano, Jiří Reif, Petr Pajer, Jan Pačes, Tomáš Albrecht, Alexander Suh, Radka Reifová

**Keywords:** Evolutionary biology, Genome evolution, Evolutionary genetics, Genomic instability, Structural variation

## Abstract

The germline-restricted chromosome (GRC) of songbirds represents a taxonomically widespread example of programmed DNA elimination. Despite its apparent indispensability, we still know very little about the GRC’s genetic composition, function, and evolutionary significance. Here we assemble the GRC in two closely related species, the common and thrush nightingale. In total we identify 192 genes across the two GRCs, with many of them present in multiple copies. Interestingly, the GRC appears to be under little selective pressure, with the genetic content differing dramatically between the two species and many GRC genes appearing to be pseudogenized fragments. Only one gene, *cpeb1*, has a complete coding region in all examined individuals of the two species and shows no copy number variation. The acquisition of this gene by the GRC corresponds with the earliest estimates of the GRC origin, making it a good candidate for the functional indispensability of the GRC in songbirds.

## Abstract (web summary)

Songbirds have an extra chromosome with unknown function found only in their germline. This study assembles and compares this chromosome in two closely related nightingale species, finding large differences in genetic content and only one conserved gene with probable essential function.

## Introduction

In multicellular organisms, all cells of an individual normally contain the same genetic information. There are exceptions, however, where certain sequences are eliminated from all or some of the somatic cells during development, leaving the original genetic information to be maintained in the germ cells^1,2^. An interesting example of this programmed DNA elimination has been described in songbirds, where a whole chromosome is lost from somatic cells early on in embryo development. The aptly named germline-restricted chromosome (GRC) was described for the first time in the zebra finch (*Taeniopygia guttata*)^3^, with recent studies suggesting that it likely occurs in all songbirds (order Passeriformes, suborder Oscines)^4,5^. Songbirds diverged from the rest of the birds approximately 47 mya^6^ and comprise approximately 50% of all modern bird species, making them the largest verterbrate taxonomic^7^ group with obligatory programmed DNA elimination. Despite the relatively wide distribution of the GRC, we still know very little about its genetic composition, evolutionary significance, and function for birds.

Besides its exclusive presence in the germline, there is little that is consistent about this chromosome. The GRC is normally maternally inherited, but paternal inheritance has been shown to be possible^8^. It occurs in a single copy in male germ cells, which is excluded from the nucleus during meiosis, and in two copies in female germ cells^9^, although again, there are exceptions^10–12^. The chromosome size varies dramatically, from the largest macrochromosome in the cell (macro-GRC) to a small microchromosome (micro-GRC), with no apparent phylogenetic pattern^4,12^. This lack of conservation is in clear contrast to the apparent ubiquity of the GRC in songbirds.

It has been hypothesised that the songbird GRC might have originated from a parasitic B chromosome^13,14^. B chromosomes are supernumerary chromosomes usually present only in a subset of individuals in the population^15^. Compared to regular chromosomes – referred to as A chromosomes – B chromosomes are not essential for an organism’s survival and often spread in the population via selfish non-Mendelian mechanisms^16^. The GRC and B chromosomes show many similarities^14,17^. They are largely composed of paralogous sequences from A chromosomes^5,18^, occur in various copy numbers in the cell and often show atypical behaviour during meiosis^14^. Some B chromosomes even show tissue-specific elimination^19^. However, unlike B chromosomes, the consistent presence of the GRC in all songbird species studied to date^17^ suggests that the GRC is indispensable. The important functions of the GRC that prevents its loss from the songbird germline are, however, still unknown.

Part of the reason why there is still so much unknown about the genetic composition of the GRC is that this chromosome is hard to sequence effectively. Since the GRC is largely composed of recently diverged paralogous sequences from A chromosomes, it is hard to differentiate it in a sequencing library^5,20–22^. In addition, gonads are composed of both somatic and germ cells, so this chromosome is only found in a subset of testis cells and a minimal proportion of ovary cells^5^. Thus, GRC sequences are underrepresented in the sequencing libraries from these tissues. Assembled sequence information from the GRC is scarce and until recently was limited to *T. guttata*^5,8,20,21^. Thus far, analyses of tissue-specific single-nucleotide polymorphisms (SNPs) and germline/somatic coverage differences have identified 269 putative genes as well as many high copy number regions on the *T. guttata* macro-GRC^5,22^. However, the total assembled length of GRC-linked sequences is 1.24 Mbp^5^ plus 468 kbp^22^, which is approximately 1% of the expected 150 Mbp *T. guttata* macro-GRC. Recently, a large part of the micro-GRC was assembled in the blue tit (*Cyanistes caeruleus*). Analysis of the gene content of this chromosome revealed enrichment for functions related to the synaptonemal complex, possibly associated with the non-Mendelian inheritance of the GRC^23^.

In this paper, we attempt to elucidate the importance of the GRC for songbirds and to understand the short-term evolutionary dynamics of the GRC. To do so, we sequence and assemble the somatic genomes (A chromosomes) and the GRCs from the germline genomes of two closely related songbird species, the common nightingale (*Luscinia megarhynchos*) and thrush nightingale (*L. luscinia*) and compare the GRC genetic contents. These species from the Muscicapidae family diverged approximately 1.8 mya^24^ and still hybridise in a secondary contact zone^25–28^. A previous cytogenetic study demonstrated that both species possess a micro-GRC^29^. Using a novel method to identify GRC reads from germline sequencing libraries, we assemble a large fraction of the GRCs for both species. Our results show rapid gene content turnover with substantial differences not only between species but even among individuals of the same species. The majority of genes on the GRC are only partially present and presumably non-functional. The gene *cpeb1* is the only entire gene present in all individuals with no copy number variation. We show that this gene belongs to the oldest genes on the GRC, making it the standout candidate gene with an essential function on the GRC, which might be preventing the loss of the GRC in songbirds.

## Results

### GRC size estimation using meiotic spreads

We visualised the pachytene chromosomes in testis cells using antibodies against the lateral element of the synaptonemal complex (anti-SYCP3) and centromere (CREST; see Fig. 1). These antibodies enable the identification of the unpaired, univalent GRC, which is labelled less intensively by anti-SYCP3 compared to the A chromosomes and is covered by CREST antibody signal along its entire length^4,30^. In addition, we immunostained the eliminated GRC from the secondary spermatocytes in the form of a micronucleus (see Supplementary Fig. 1) using an antibody against histone H3 lysine 9 methylation (H3K9me)^30^.

**Fig. 1:**
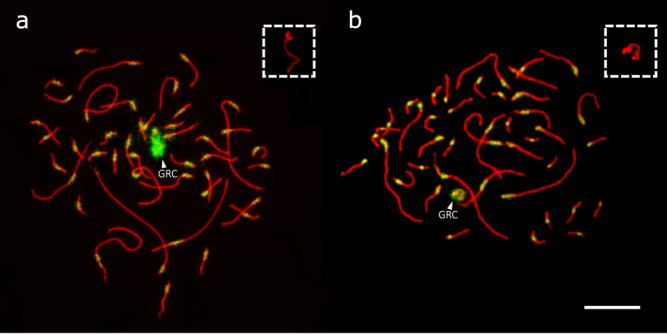
Visualised GRC during the pachytene stage. Pachytene chromosomes in *Luscinia megarhynchos* (**a**) and *L. luscinia* (**b**) immunostained with SYCP3 antibody against the lateral elements of the synaptonemal complex (red) and CREST antibody against centromere (green). Arrowheads indicate the GRCs. The box in the top right corner shows the GRC in more detail (1.5x magnification) without the CREST signal. The scale bar represents 10 µm. Approximately 100 nuclei in 3 individuals per species were observed before choosing these representative examples.

Both species had a GRC comparable in size with microchromosomes (i.e., a micro-GRC) as was described in Poignet et al.^29^ Consistent with this, the GRC micronucleus for both nightingale species was much smaller than in species with a macro-GRC (see Supplementary Fig. 1; see del Priore and Pigozzi^30^ and Sotelo-Muñoz, et al.^12^ for visualisation of the GRC micronucleus in species with a macro-GRC).

The length of the GRC was estimated by measuring the size of the 29 largest A chromosomes, as well as the GRC, in 10 pachytene cells from 3 individuals of each species. Then, the size was compared with the assembled chromosome lengths (in bp) in collared flycatcher (*Ficedula albicollis*), a songbird species that diverged from nightingales 15 mya^31^ (see Supplementary Fig. 2). Given the conservation of bird karyotypes^32^, we assumed that chromosome lengths would be similar between *F. albicollis* and nightingales. Using this approach and accounting for the different chromatin state of the univalent GRC compared to the other bivalent chromosomes (see Methods)^10^, we estimated the GRC size to be 8.7–9.5 Mbp for *L. megarhynchos* and 3.5–6.4 Mbp for *L. luscinia* (see Supplementary Data 1). This variation in GRC size was significant in *L. luscinia* but not *L. megarhynchos* (one way ANOVA; *p* = 0.0002; df = 29).

### Reference somatic genome assembly

A chromosome-level somatic genome assembly was created for both nightingale species. This was achieved by sequencing a female individual from each species using a combination of long-read Nanopore sequencing, standard Illumina sequencing, 10x Genomics linked-read sequencing and Omni-C chromatin conformation capture (see Supplementary Data 2 for assembly statistics). Of the BUSCO conserved set of genes^33^, 94.9% were found to be complete, 1.8% were fragmented and 3.3% were missing in both genome assemblies, suggesting a high level of assembly completeness.

By aligning the assembled nightingale genomes to the publicly available *T. guttata* genome sequences (see Supplementary Fig. 3), we were able to assign the 33 largest scaffolds unambiguously to 31 chromosomes (including the Z chromosome). Chromosome 1 and chromosome 2 were both represented by two scaffolds in the genome assemblies of both *L. megarhynchos* and *L. luscinia*. This may suggest ancestral chromosomal fission events in these two chromosomes, but it is also possible that the two chromosomes were not fully assembled (for example, due to some repetitive or hard to assemble region in both nightingale species). The rest of the 42 chromosomes (including the W chromosome), comprising the complete nightingale karyotype^29^, were split across multiple scaffolds.

### GRC assembly

To identify GRC-derived sequences, we further sequenced and compared somatic (kidney) and germline (testis) genomes in three male individuals of each species. One individual from each species was sequenced with 10x Genomics linked-read sequencing and two individuals with standard Illumina technology. The GRC was assembled using (a) 10x linked reads that aligned in a germline-specific way to the germline genome assembly, (b) reads that contained germline-specific SNPs, and (c) reads containing germline-specific repetitive elements, which was only applicable for *L. megarhynchos*. In addition, any 10x linked reads that shared their 10x barcodes with reads selected in previous steps (see Fig. 2). This method aims to assemble not only GRC sequences that are divergent from the A chromosomes, but also GRC sequences that are similar/identical to A-chromosomal sequences, provided they have the same 10x barcode as a high confidence GRC derived read. It should be noted, however, that any large region without a high enough density of markers identifiably GRC in origin would still be missing or fragmented in the assembly. This is in addition to the normal pitfalls of an Illumina based assembly, such as sequencing biases and an inability to resolve repetitive regions^34^.

**Fig. 2:**
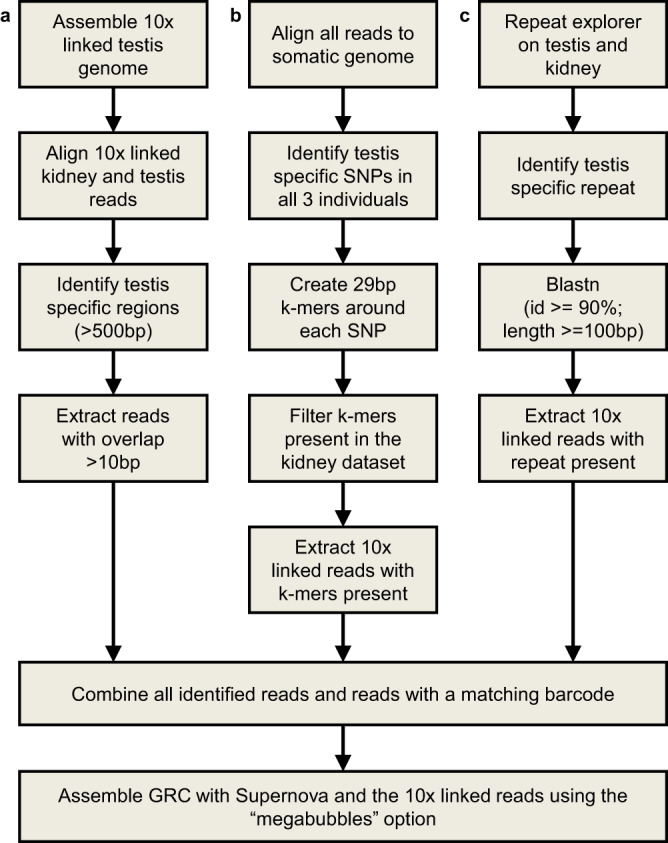
The pipeline used to isolate and assemble the GRC reads. A combination of three approaches (**a**–**c**) was used to identify GRC derived reads and their associated 10x linked-read barcode, before extracting all reads that shared these barcodes and using them to assemble the GRC.

Using this approach, we identified approximately 23 thousand 10x barcodes, resulting in 5.6 million read pairs to assemble the *L. megarhynchos* GRC. In comparison, only 13 thousand 10x barcodes were identified in *L. luscinia*, which resulted in 3 million read pairs. Despite having fewer reads, the *L. luscinia* GRC assembly was longer (5.6 Mbp) and of higher quality (N50 of 46 kbp and L50 of 26; see Table 1) than the *L. megarhynchos* assembly (3.5 Mbp long with an N50 of 2.8 kbp and an L50 of 196). While the GRC assemblies were highly fragmented, their cumulative length suggests that a large proportion of each GRC was assembled (36-75% of the estimated size). This number is however probably an underestimate, as it does not take recent within-GRC duplicated sequences into account (see “Recent copy number variation within the GRC” below).

**Table 1:** GRC assembly metrics for each nightingale species

	*L. megarhynchos*	*L. luscinia*
Total length	3.5 Mbp	5.6 Mbp
Largest scaffold	110 kbp	370 kbp
Number of scaffolds	1400	750
Scaffold N50	2.8 kbp	46 kbp
Scaffold L50	196	26
Contig N50	2.5 kbp	24 kbp
Contig L50	233	53
%*N*	3.3	6.4

### Recent copy number variation within the GRC

The single-copy GRC coverage for each sample was estimated to be between 14-23% of the A-chromosomal coverage in *L. megarhynchos* and 15-20% in *L. luscinia*. These values were used to normalise the GRC coverage values (see “Methods” section) and calculate coverage across the GRC for the three individuals from each species. Although the coverage can vary due to sequencing and PCR bias, as well as just random chance, it can be used to identify regions of the GRC that are duplicated within the GRC but have not diverged sufficiently from their GRC paralogs to be differentiated by the assembly process^35,36^. *L. megarhynchos* showed more near-identical duplications merged in the assembly process compared to *L. luscinia*. This was reflected by the higher average normalised GRC copy number in *L. megarhynchos* (3.0x) than in *L. luscinia* (1.6x). Importantly, this mostly accounts for recent within-GRC duplications and repetitive elements on the GRC, which the genome assembler was unable to differentiate. Older within-GRC duplications that have diverged in sequence are not captured in this metric and are expected to be assembled into separate paralogous sequences.

The lower proportion of near-identical duplications in the *L. luscinia* GRC at least partially explains the higher assembly quality in this species. This is supported by the fact that the longest scaffolds from *L. luscinia* consistently had low copy number (see Fig. 3a). It is also interesting to note that there is considerable variation in copy number among individuals. This is especially noticeable in *L. megarhynchos* but is also present in the *L. luscinia* scaffolds with higher copy numbers (see Fig. 3a). This suggests that there might be substantial variation in recent within-GRC duplications between and even within species.

**Fig. 3:**
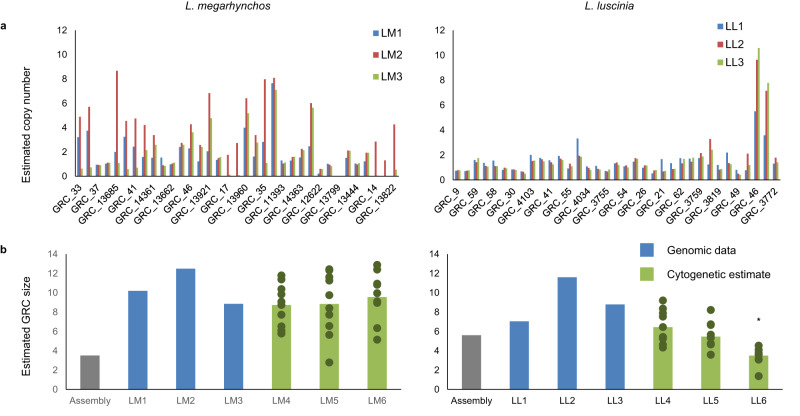
Recent GRC copy number variation and estimated GRC size. **a**) The normalised coverage from each individual was used to estimate the copy number (y-axis) for the longest scaffolds (x-axis) from the two species’ GRC assemblies. Substantially more variation and higher copy numbers are observed in *L. megarhynchos* (left) than in *L. luscinia* (right). **b**) The original GRC assembly size (grey) and an estimated GRC size for each sequenced individual, taking into account the recent copy number variation on the GRC (blue), are compared to the GRC size estimates obtained from the meiotic spreads of 3 other individuals (the 10 individual measurements are shown as dark green dots with the average shown as the green bar). LM1, LM2, etc refer to the represented *L. megarhynchos* individual, while LL1, LL2, etc refer to the *L. luscinia* individual. The asterisk indicates an individual with a significantly different GRC size (One way ANOVA; *p* = 0.0002; df = 29; post hoc Tukey HSD test). Source data are provided as a Source Data file.

The normalised copy number calculation allowed for the estimation of the GRC size, accounting for near-identical duplicated sequences erroneously merged in the assembly, for each individual. Once these duplications were taken into account, the size of the GRC was 1.3–2.9x times larger than the original GRC assembly (Fig. 3b). The estimated GRC size of the individuals sequenced by 10x linked reads was 10.2 Mbp long after the correction for *L. megarhynchos* and 7.0 Mbp for *L. luscinia*. The GRC size estimate for the other two individuals of the *L. megarhynchos* were 8.8 Mbp and 12.5 Mbp while the *L. luscinia* GRC estimate was 8.8 Mbp and 11.6 Mbp. This variation is especially noticeable considering that two of the three individuals in each species are not assembled, instead using the third individual as a reference, and will therefore underestimate any sequence that does not have a homologous region in the reference GRC. The GRC size estimates from genomic data are similar to the GRC size estimates from the meiotic spreads (8.7–9.5 Mbp and 3.5–6.4 Mbp, respectively). Thus, although the size estimates from both the genomic and cytogenetic data should be viewed with some caution, these results do suggest that we assembled a large fraction of the GRC in both species.

### Genetic content of the GRC

The variation in GRC size between the species and individuals may also reflect different genetic content in the GRCs. To explore this possibility, we aligned the two GRC assemblies against each other as well as to the *L. megarhynchos* genome. Sequences were considered homologous if they aligned directly to the other GRC assembly (~1 Mbp in each). Additionally, to account for gaps in the assemblies which could falsely make sequences in the other assembly appear species specific, we considered sequences which originated from similar regions on the A chromosomes to be potentially homologous (see “Methods” section). This resulted in 0.5 Mbp and 1.4 Mbp of the *L. megarhynchos* and *L. luscinia* GRC being considered potentially homologous respectively. The need for this approach was confirmed with PCR amplification of three potentially homologous regions which were found to be present on the GRC in both species (see Supplementary Fig. 5f–l). Combined, our results suggest 1.6 Mbp and 2.3 Mbp of the GRC being at least potentially homologous between *L. megarhynchos* and *L. luscinia* respectively. The rest of the GRC sequences were species-specific. Once coverage is taken into account, we found that approximately one third of the *L. megarhynchos* GRC size estimate and half of the *L. luscinia* GRC size estimate is species specific. Consistent with this, the A-chromosomal origins of each species’ GRC sequences are strikingly different (Fig. 4).

**Fig. 4:**
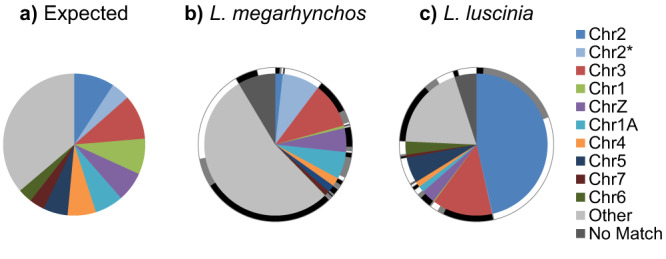
Origin of GRC sequence. **a**) The expected contribution from the A chromosomes to the GRC if each chromosome was contributing equally according to its size. **b**) The average observed contribution of A chromosomes to the *L. megarhynchos* GRC. **c**) The average observed contribution of A chromosomes to the *L. luscinia* GRC. The black, grey and white outer circles show the proportion of each sequence that is a homologous, potentially homologous or species specific compared to other species. The chromosome order is from largest to smallest, with the exception that the two scaffolds that make up chromosome 2 have been shown separately. The proportions have been corrected for coverage, which accounts for near-identical duplications collapsed in the assembly as well as assembly errors. Source data are provided as a Source Data file.

The *L. luscinia* GRC has a large proportion paralogous to chromosome 2, which is absent in the *L. megarhynchos* GRC assembly. Most of this chromosome 2 derived sequence comes from a single region of chromosome 2. This paralogous region is visible in many of the largest scaffolds from the *L. luscinia* assembly (see Supplementary Fig. 4). Despite being present in large blocks, and likely originating from a single A-to-GRC duplication, it is no longer continuous, presumably as a result of internal rearrangements and within-GRC duplications or else later A-to-GRC duplications. For example, there are two large scaffolds with chromosome 2 ancestry that are clearly within-GRC duplicates (Scaffolds 9 and 10, Supplementary Fig. 4), but because this duplication happened long enough ago, their sequences have sufficiently diverged for the assembly process to distinguish them (see Fig. 3a). The presence of this chromosome 2 translocation in the *L. luscinia* GRC, as well as its absence in the *L. megarhynchos* GRC, was confirmed with PCR amplification of a boundary between it and GRC sequence originally derived from chromosome 6 (see Supplementary Fig. 5c-e). This confirms that the largest source of structural variation between the two GRCs is real and not a result of an assembly error.

### Divergence from A chromosomes

The proportion of mismatches between regions of each GRC and the paralogous sequence on the A chromosomes of each species was calculated to determine if the GRC sequences originated before or after the divergence of the two nightingale species (Fig. 5). If the GRC sequence was more similar to the A-chromosomal sequences of its respective species than it is to the other species’ A chromosomes, it suggests that it was derived after the species diverged. By contrast, if the GRC showed similar levels of divergence from the two species’ A chromosomes, it suggests that the GRC origin predates the speciation. Interestingly, a large proportion of the *L. megarhynchos* GRC appears to have originated after speciation, with over 1 Mbp of the assembly aligning better to its A-chromosomal paralogs than to the *L. luscinia* genome. In comparison, the majority of the *L. luscinia* GRC sequence appears to either predate the divergence of the species or originate shortly after their speciation, with little difference in sequence divergence between the GRC and the A-chromosomal paralogs from both species (see Fig. 5).

**Fig. 5:**
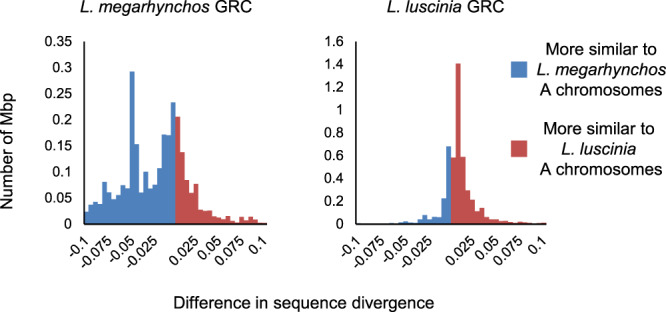
Histogram showing the relative divergence of GRC sequences from the A chromosomes of the two *Luscinia* species. The x-axis shows the difference in the proportion of mismatches for a given sequence. The further away from the centre a sequence is, the larger the difference in alignment quality between the two species. Sequences that were equally divergent between the two species were removed. Sequences on the left aligned better to the *L. megarhynchos* A chromosomes (blue) while sequences on the right aligned better to the *L. luscinia* A chromosomes (red) relative to the other species. A distribution that is symmetrical suggests that overall there has been equal divergence from the two sets of A chromosomes. Source data are provided as a Source Data file.

### Gene annotation

Genes were annotated on each of the GRC assemblies using *F. albicollis* protein-coding genes (FicAlb1.5 [https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_000247815.1/]), resulting in 192 identified genes (or fractions of genes) on the two GRCs (not including duplicates of the same gene). Of these genes, 57 were found in only one species and were located within species-specific regions of the GRC and 85 were unambiguously found on both GRCs. The remaining 50 genes were only found on one GRC, but were located within potentially homologous regions of the GRC, suggesting that their absence in one species might be caused by missing sequences in the assemblies. Indeed, PCR amplification of one such gene confirmed its presence in both species (see Supplementary Fig. 5f). The status of these genes should therefore be treated with caution. Genes were assessed for their completeness and copy number within the GRC. Notably, the vast majority of identified genes were both duplicated (with the average gene having a corrected copy number of 8.0x in *L. megarhynchos* and 5.0x in *L. luscinia*; Supplementary Data 3) and only partially present (with only 23 genes in *L. megarhynchos* and 18 genes in *L. luscinia* having more than 95% of the coding region present in the assembly; see Table 2). This observed gene fragmentation was measured after correcting for a possible lack of sequence conservation between the nightingales and *F. albicollis*, which used the percentage of the gene that was found on the A chromosomes as a baseline of expected conservation (see “Methods” section; Supplementary Data 3 contains gene-specific details).

**Table 2:** Number of GRC genes at varying levels of fragmentation identified in each nightingale species

Proportion of coding region found	Number of genes in *L. megarhynchos*	Number of genes in *L. luscinia*	Number of shared genes	Number of genes shared between nightingales and *T. guttata*
>0%^a^	160–178	117–149	85–135	16–18
>50%	81−93	63–89	39–77	11–14
>75%	49–56	36–54	24–49	9–12
>95%	22–29	17–27	10–27	6–7

The lower bound of the given range is for genes identified in a species or both species with the relevant proportion present. The upper bound represents the number of genes with all potentially homologous regions. For genes shared between nightingales and *T. guttata*, the gene had to be reported as putatively on the *T. guttata* GRC^5^, but the completeness was not considered.

^a^Note that genes had to have 25% of their coding region present in at least one species to be included.

Although some of the observed gene fragmentation is an artifact and simply the result of gaps in the assemblies (Supplementary Fig. 5g–l), several lines of evidence suggest that many genes are in fact only partially present pseudogenes on the GRC. First, many genes had premature stop codons in coding regions. Although assessing whether a specific gene copy has a premature stop codon in it was often difficult, because genes were often duplicated on the GRC and a single gene could be spread across multiple scaffolds, of all the exons identified, 16.5% (*L. megarhynchos*) to 17.5% (*L. luscinia*) had a premature stop codon. This meant that 42% of genes in *L. megarhynchos* and 35% in *L. luscinia* had at least one premature stop codon. Second, when genes were found on both GRCs, a similar percentage of the coding region was assembled (Fig. 6). The region of these genes that was present on the GRCs was also often similar; in other words, both species had the same exons present and the same exons missing (Supplementary Fig. 6). This consistency is not what would be expected if the gene fragmentation was purely the result of assembly error and instead suggests that the gene was pseudogenized in the ancestral GRC.

**Fig. 6:**
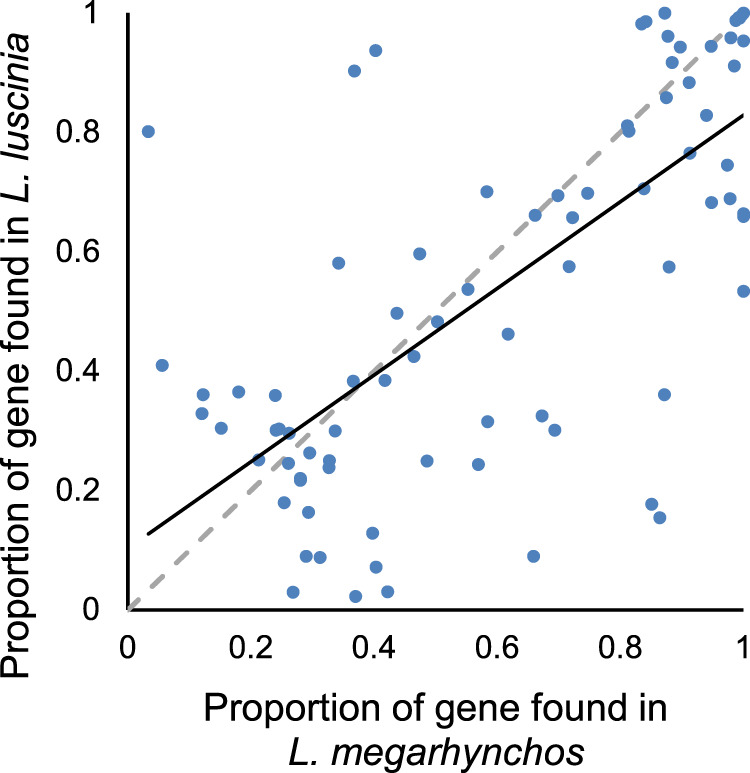
Completeness of genes found on the GRC of both *L. megarhynchos* and *L. luscinia*. The grey dashed line represents a 1:1 ratio. The black line represents the linear fit of the data (*R*^2^ = 0.49). Source data are provided as a Source Data file.

Of the genes with at least 95% of their coding sequence present on the GRCs, 10 were shared between the two nightingale species, from which six were previously reported on the *T. guttata* GRC^5^. Among these 10 genes, three were characterised as being homologues of endogenous retrovirus-derived proteins (*ervk* genes in Fig. 7). This includes three of the six genes that were found to be shared with *T. guttata*. The genes also include three uncharacterised genes and two homologues of Hydrocephalus-inducing proteins (*hydin* genes in Fig. 7). The two remaining genes are a zinc-finger protein (*znf239* in Fig. 7) and a homologue of Cytoplasmic Polyadenylation Element Binding protein 1 (*cpeb1*). With the notable exception of *cpeb1*, these shared genes were often duplicated and differed in their copy number on the GRC, both between the species and between individuals of the same species (see Fig. 7). This means that while these genes are likely of ancient GRC linkage, they are still actively undergoing within-GRC duplication and deletion, which could suggest little selective pressure acting on them. In addition, eight of these genes had exons with premature stop codons in them in at least one of their copies, which questions their functionality. The *cpeb1* homologue, on the other hand, maintained its single copy number and full open reading frame across all exons despite having been present on the GRC for a long time, with 86 (24%) amino acid changes. It appears to have diverged from the A-chromosomal version before the common ancestor of all oscines and suboscines, early in passerine evolution (Fig. 8). The presence of the *cpeb1* homologue on the GRC of both species was verified by PCR amplification using 2 sets of PCR primers (Supplementary Fig. 5).

**Fig. 7:**
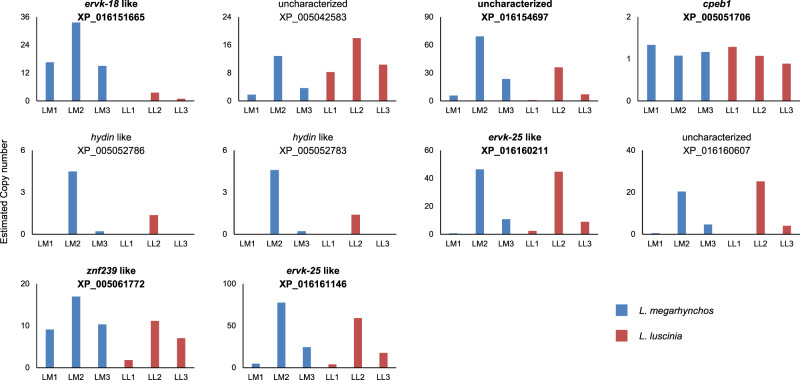
Estimated copy number of the 10 GRC genes with at least 95% of their coding region found in both nightingale species. Genes with bold names were also found in *T. guttata*. The copy number estimate for each individual is based off the average normalised coverage of each scaffold that the genes were present on. Source data are provided as a Source Data file.

**Fig. 8:**
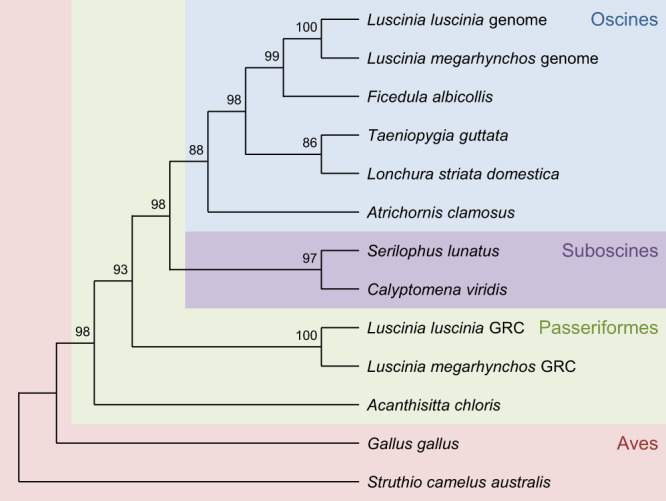
Divergence of the *cpeb1* GRC paralog from the A chromosomal version. The GRC paralogue diverges from the A-chromosomal version before the Oscine/Suboscine divergence during early Passeriformes evolution. Branch values represent bootstrap support.

### GRC gene expression

To estimate the expression of genes on the GRC, mRNA was sequenced from the adult testis and ovary of one male and female individual from each species. These data were aligned to the reference somatic genome combined with the GRC assembly of the relevant species, and while only uniquely mapped reads were used, it should be remembered that sequence similarity could affect the final expression values, either through GRC derived mRNA mapping equally well to the genome and therefore being considered ambiguous, or through A-chromosomal derived mRNA misaligning to the GRC.

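The expression data comprised 4 libraries, 1 ovary and 1 testis library from each species, each from a single bird, so that there were no replicates and no spread between birds could be measured. Reads were 150 bp long and single-end, from stranded libraries of mRNA. The authors trimmed them with Trimmomatic, aligned them with STAR and kept reads mapped uniquely to GRC exons, which had been annotated with coding sequences of the collared flycatcher (*F. albicollis*). The counting program and the use of strand were not given in the sources used here. The deposited table lists FPKM for 799 genes, including the 192 genes of Supplementary Data 3. For those 192 genes, every value above 0 equalled a whole number of reads (within 0.01 reads) divided by the full flycatcher coding length and by the reads of the library, multiplied by the adjusted proportion of the gene on the GRC. The reads behind each value could therefore be recovered, and so could the number of reads to which each library had been scaled. These were 57644189 reads in the *L. megarhynchos* ovary, 36650197 in the *L. luscinia* ovary, 35404629 in the *L. megarhynchos* testis and 49987547 in the *L. luscinia* testis. Reads on the 192 GRC genes numbered 50088, 10627, 9009 and 25975 in the same order. The 5 genes with the most reads held 73.0% of them in the *L. megarhynchos* ovary, 71.3% in the *L. luscinia* ovary, 51.3% in the *L. megarhynchos* testis and 72.9% in the *L. luscinia* testis. Values below are the deposited FPKM, and a gene was called expressed when its FPKM was above 0. Intervals of shares take genes as independent draws, and intervals of reads cover counting error, so neither covers birds.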

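In the ovaries, FPKM was above 0 for 61.3% of the 160 genes on the *L. megarhynchos* GRC (exact Clopper-Pearson 95% interval 53.2% to 68.8%) and for 69.2% of the 117 genes on the *L. luscinia* GRC (60.0% to 77.4%). Over both species the share was 68.2% of 192 genes (61.1% to 74.7%). Many of these genes rested on few reads. In the *L. megarhynchos* ovary 13 genes had 1 read and 57 had 10 or more, and in the *L. luscinia* ovary 14 genes had 1 read and 41 had 10 or more. The threshold moved the counts most, since 20 genes in the *L. megarhynchos* ovary and 17 in the *L. luscinia* ovary had an FPKM of at least 1. The highest values in the *L. megarhynchos* ovary were those of IGF2 (FPKM 134.9, 6291 reads), LOC101808355 (115.3, 7519 reads), SLC26A9 (86.6, 14192 reads) and ALG13 (27.2, 5431 reads). In the *L. luscinia* ovary they were those of HAUS6 (26.2, 2739 reads), SLC26A9 (19.8, 1763 reads), FBXO11 (15.3, 1500 reads) and SCX (12.7, 857 reads). These orders include the adjusted proportion as a multiplier. With the adjusted length (coding length times adjusted proportion) as the divisor, a choice made after seeing the data, IGF2 (180.8), SLC26A9 (122.4) and LOC101808355 (115.3) came first in *L. megarhynchos*, and SCX (137.2), IGF2 (88.3) and HAUS6 (29.4) in *L. luscinia*. HAUS6 had a normalised coverage of 0, 11.3 and 0 in the 3 sequenced *L. luscinia* males. In *L. luscinia* the bases found were 158 for SCX and 101 for IGF2, near or below the read length of 150 bp. How reads reaching past such short pieces were counted was not given, so their rates are uncertain. Of the other genes amplified by PCR, SYCP1 had 54 reads in the *L. megarhynchos* ovary and 12 in the *L. luscinia* ovary, and PGPEP1L, which was assembled on the *L. megarhynchos* GRC only but was amplified in both species, had 1 read in the *L. megarhynchos* ovary.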

A total of 131 GRC genes were found to be expressed in the ovary (68% of all genes); 98 in *L. megarhynchos* (61% of its genes) and 81 in *L. luscinia* (69% of its genes). Of those genes, 48 were expressed in both species (25% of all genes). 

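Only the 85 genes found on both GRC assemblies could have FPKM above 0 in both species, while the share is over 192 genes. Among the 48 genes with FPKM above 0 in both ovaries (exact 95% interval of the share 19.0% to 31.7%), 24 had at least 10 reads in each species and 9 had 1 read in the species with fewer reads. IGF2 was among them, with 350 reads and an FPKM as deposited of 2.11 in the *L. luscinia* ovary, where its adjusted proportion was 15.5% and its rank rose from 11 to 2 with the adjusted length as the divisor. The paper cites PCR of this gene where it attributes part of the fragmentation to gaps in the assemblies. The 15.5% may therefore be too low.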

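The shares of genes with FPKM above 0 in the testes were 53.8% in *L. megarhynchos* (exact 95% interval 45.7% to 61.7%), 60.7% in *L. luscinia* (51.2% to 69.6%), 60.4% over both species (53.1% to 67.4%) and 21.4% for genes shared by both testes (15.8% to 27.8%). These intervals overlap those of the ovaries, but the shares are of the same genes, so overlap is no test of a difference. The share for both testes is over 192 genes, of which 85 were found on both GRC assemblies. At least 10 reads were found for 44 genes in the *L. megarhynchos* testis and 46 in the *L. luscinia* testis, and 21 genes had that many in both. The highest FPKM in the *L. megarhynchos* testis belonged to LOC101810338 (36.3, 659 reads), POLD2 (16.2, 1379 reads), LOC101812416 (11.6, 287 reads), LOC101813248 (8.23, 347 reads) and LOC101813524 (7.70, 1031 reads). In the *L. luscinia* testis it belonged to LOC101813248 (71.9, 4281 reads), LOC101813524 (48.3, 8034 reads), LOC101818220 (43.2, 1832 reads), LOC107603907 (9.94, 1431 reads) and LOC101822191 (7.40, 3364 reads). With the adjusted length as the divisor, POLD2 (50.3), LOC101810338 (43.6) and LOC101813524 (40.3) came first in *L. megarhynchos*, and LOC101813524 (195.6), LOC101822191 (157.5) and LOC101808449 (XP_005062010; 110.9), a gene chosen after its values were seen, in *L. luscinia*. This identifier of LOC101808449 had 59 bases found in *L. luscinia*, less than the read length of 150 bp, so its rate is uncertain. LOC107603907 had a normalised coverage of 0 in all 3 *L. luscinia* males whose genomes were sequenced. Coverage was 0, 1.40 and 0 in these males for LOC101813248, 0, 1.59 and 0.00013 for LOC101813524 and 0, 1.40 and 0 for LOC101818220. For LOC101822191 it was 0.00333, 12.2 and 0.859. In *L. megarhynchos* males it was 0, 10.3 and 0 for LOC101810338, 0, 9.60 and 0.197 for LOC101812416, and 0.787, 1.99 and 2.00 for POLD2. The authors subtracted kidney coverage to control for misaligned A-chromosomal reads. Whether reads of genes without coverage in most males came from the GRC was not tested.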

In the testis, 116 GRC genes were expressed (60% of all genes); 86 in *L. megarhynchos* (54% of its genes), 71 in *L. luscinia* (61% of its genes) and 41 in both species (21% of all genes; Supplementary Fig. 7 and Supplementary Data 3). 

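Across the 48 genes with FPKM above 0 in both ovaries, log2 FPKM of the species correlated with Pearson's r = 0.741 and Spearman's rho = 0.706, and across the 41 genes of the testes with r = 0.606 and rho = 0.609. These correlations are across genes within single libraries, and genes are not independent replicates. Resampling genes gave 95% bootstrap intervals of 0.603 to 0.844 in ovaries and 0.414 to 0.757 in testes, which overlap. With each gene left out in turn, r stayed between 0.716 and 0.765 in ovaries and between 0.574 and 0.643 in testes. Without the 2 genes farthest from the median of *L. megarhynchos*, r was 0.713 in ovaries and 0.580 in testes. Leaving out the 5 genes with the highest FPKM lowered r most in testes, to 0.467.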

There was also consistency in the expression levels of shared genes between the species within a tissue (*R*^2^ = 0.55 in ovaries and *R*^2^ = 0.37 in testes; Supplementary Fig. 8). For example, *cpeb1* was exclusively found in the ovary, where it was the sixth most expressed gene in both species. 

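The GRC copy of *cpeb1* (CPEB1, listed by the flycatcher protein identifier XP_005051706) had 1824 reads in the *L. megarhynchos* ovary (exact Poisson 95% interval 1741 to 1910) and 594 in the *L. luscinia* ovary (547 to 644), with FPKM of 22.9 and 11.8. No read was found in either testis. With 3 reads taken as the limit that a count of 0 allows, reads relative to library size were at least 373-fold higher in ovary than in testis in *L. megarhynchos* and at least 270-fold higher in *L. luscinia*, in 1 bird per tissue. The exact 95% interval of the ratio, which allows more reads at 0, begins at 303 and 219. By the deposited FPKM the gene ranked 5 in both ovaries. By reads it ranked 7 in *L. megarhynchos* and 6 in *L. luscinia*. A second CPEB1 identifier (XP_005051707), outside the 192 genes, had FPKM of 0.196 in the *L. megarhynchos* ovary and 0.0726 in the *L. luscinia* ovary. Its FPKM was 0 in both testes, and its reads could not be recovered. An A-chromosomal version of the gene exists, and reads that fitted both equally well were left out by the authors.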

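In *L. megarhynchos*, 68 genes had FPKM above 0 in both tissues, and their log2 FPKM in ovary and testis gave r = -0.101 and rho = -0.101, with a bootstrap interval across genes of -0.326 to 0.157. In *L. luscinia*, 60 such genes gave r = 0.213 and rho = 0.210, with an interval of -0.073 to 0.475. Squared, these values of r are 0.0101 and 0.0454. Without the 2 genes farthest from the ovary median, r was -0.039 and 0.196. Across the genes with at least 10 reads in both tissues, r was 0.452 for 20 genes in *L. megarhynchos* and 0.326 for 24 genes in *L. luscinia*. With FPKM of at least 0.1 it was -0.001 and 0.434, without genes named LOC 0.093 and 0.401, and per GRC copy 0.050 and 0.350. All these values carry the same adjusted proportion of a gene in both tissues, which can raise r. With the adjusted length as the divisor, a choice made after seeing the data, r was -0.241 and 0.082 across the genes above 0. Across those with at least 10 reads it was then 0.222 in *L. megarhynchos* and 0.166 in *L. luscinia*.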

There was no correlation in expression within a species between the two tissue types however (*R*^2^ = −0.010 in *L. megarhynchos* and *R*^2^ = 0.045 in *L. luscinia*; Supplementary Fig. 8). Only 32 genes were expressed in both species as well as in both testes and ovaries (17% of all genes). Among them were 7 of the 10 genes which had more than 95% of their coding region present on both species’ GRCs.

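Genes found on only 1 GRC assembly could not be above 0 in every library, which leaves 85. The 32 genes with FPKM above 0 in every library make up 16.7% of the 192 genes (exact 95% interval 11.7% to 22.7%). In its weakest library, 10 of these genes had 1 read, 16 had 1 or 2 reads and 7 had at least 10 reads. A minimum of 3 reads in each library leaves 16 genes.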

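Reads on the 10 genes with at least 95% of the coding region on both GRCs are given in the order *L. megarhynchos* ovary, *L. luscinia* ovary, *L. megarhynchos* testis and *L. luscinia* testis. The *znf239* like gene (LOC101813323) had 435, 53, 155 and 110 reads. Of the *hydin* like genes, LOC101813248 had 12, 180, 347 and 4281 reads, and LOC101814235 had 0, 3, 0 and 0 reads. Of the *ervk-25* like genes, LOC107604464 had 26, 6, 25 and 11 reads and LOC107604299 had 3, 6, 36 and 27 reads, while the *ervk-18* like gene (LOC107603367) had 240, 9, 19 and 0 reads. The uncharacterised genes had 42, 1, 7 and 1 reads (LOC107603709), 16, 29, 4 and 173 reads (LOC107604341) and 3, 1, 20 and 4 reads (LOC101816049). The exact 95% interval of the share of 7 in 10 genes is 34.8% to 93.3%, and 2 of the 7 rest on 1 read in their weakest library. Multicopy and retroviral genes can share reads with near-identical copies, so their counts are uncertain.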

Interestingly, the amount of gene expression in the ovary was also correlated (exponentially) with the proportion of that gene found on the GRC (even after correcting for the smaller size of the gene fragment), with more complete genes showing higher expression than fragmented genes (*R*^2^ = 0.33; see Fig. 9). This correlation was not observed in the testes (*R*^2^ = 0.05). This difference between testes and ovaries may be because the GRC’s maternal inheritance limits the adaption of its genes’ expression in the male germline.

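Log2 FPKM as deposited rose with the adjusted proportion of the gene on the GRC with r = 0.581 and rho = 0.560 across the 98 genes expressed in the *L. megarhynchos* ovary (squared r 0.337, bootstrap interval of r 0.448 to 0.692), and with r = 0.563 and rho = 0.576 across 81 genes in *L. luscinia* (squared r 0.317, interval 0.370 to 0.721). With each gene left out in turn, r stayed between 0.560 and 0.598 and between 0.546 and 0.612. Without the 2 genes with the most extreme proportions it was 0.542 and 0.591. The deposited values contain the adjusted proportion as a multiplier. When the recovered reads were divided by the adjusted length, which is the coding length times the adjusted proportion, a choice made after seeing the data, r was 0.197 in *L. megarhynchos* (interval 0.010 to 0.370, squared r 0.0388) and 0.095 in *L. luscinia* (interval -0.144 to 0.344, squared r 0.0090). With the bases found on the GRC as the divisor it was 0.191 and 0.087, and with the full coding length and no proportion 0.418 and 0.362. All these values cover genes above 0 only. The adjusted length takes reads as proportional to length, which was not tested for pieces near the read length of 150 bp. With genes at 0 kept, a pseudocount of 0.01 and the adjusted length as the divisor, r was 0.295 in *L. megarhynchos* and 0.296 in *L. luscinia*. Both exceed the range of 95% of draws from rates shuffled over the genes (-0.138 to 0.173 and -0.145 to 0.216). The share of genes with any read also differed with completeness. In *L. megarhynchos* it was 48.1% of 79 genes with an adjusted proportion under 50% (exact 95% interval 36.7% to 59.6%) and 86.4% of 22 genes with 95% or more (65.1% to 97.1%), and in *L. luscinia* 57.4% of 54 genes (43.2% to 70.8%) and 88.2% of 17 genes (63.6% to 98.5%). A longer stretch has more chance of a read at the same rate. Reads drawn from rates shuffled over the genes, with the overall share of genes above 0 set to the observed one, a test chosen after seeing the data, gave shares for genes with 95% or more of 66.6% on average in *L. megarhynchos* (95% of draws 45.5% to 86.4%) and 75.9% in *L. luscinia* (52.9% to 94.1%), ranges that include the observed shares. For genes under 50% they gave 57.4% in *L. megarhynchos* (49.4% to 65.8%), above the observed share, and 62.3% in *L. luscinia* (51.9% to 72.2%), around it. The 86.4% observed in *L. megarhynchos* lay at the upper limit of its range. Draws without the overall share set leave fewer genes above 0 than observed. For genes with 95% or more they gave 40.9% to 77.3% in *L. megarhynchos* and 41.2% to 82.4% in *L. luscinia*, below the observed shares. For genes under 50% their ranges included the observed shares. The sets differ, so whether length alone accounts for these shares stays open.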

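In the testes, log2 FPKM as deposited gave r = 0.209 and rho = 0.214 with the adjusted proportion across 86 genes in *L. megarhynchos* (squared r 0.0438, bootstrap interval of r 0.005 to 0.394) and r = 0.228 and rho = 0.211 across 71 genes in *L. luscinia* (squared r 0.0518, interval -0.008 to 0.443). With reads divided by the adjusted length, r was -0.232 in *L. megarhynchos* (interval -0.412 to -0.042) and -0.218 in *L. luscinia* (interval -0.433 to 0.016). Both lay within 95% of draws from shuffled rates (-0.299 to 0.148 and -0.307 to 0.171), whose mean r was itself negative (-0.078 and -0.071). With genes at 0 kept and a pseudocount of 0.01, this divisor gave 0.080 and 0.020. Across genes above 0, the ovary value of r exceeded the testis value by 0.372 in *L. megarhynchos* as deposited (interval over resampled genes 0.132 to 0.619) and by 0.429 with reads divided by the adjusted length (0.136 to 0.704). In *L. luscinia* it exceeded it by 0.336 (0.056 to 0.612) and by 0.313 (-0.001 to 0.627). The share of genes with any read was 45.6% of 79 genes with an adjusted proportion under 50% (exact 95% interval 34.3% to 57.2%) and 72.7% of 22 genes with 95% or more (49.8% to 89.3%) in the *L. megarhynchos* testis, and 53.7% of 54 (39.6% to 67.4%) and 64.7% of 17 (38.3% to 85.8%) in the *L. luscinia* testis. For genes with 95% or more, the shuffled rates gave 60.2% on average in *L. megarhynchos* (95% of draws 40.9% to 77.3%) and 65.8% in *L. luscinia* (47.1% to 88.2%), ranges that include the observed shares. Draws without the overall share set to the observed one gave 31.8% to 68.2% in *L. megarhynchos*, below the observed share. In *L. luscinia* they gave 35.3% to 82.4%, around it. Each tissue of a species came from 1 bird, so tissue and bird cannot be separated. From the difference between the tissues, the paper proposes that maternal inheritance limits how far expression of GRC genes adapts to the male germline.

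**Figure D1:**
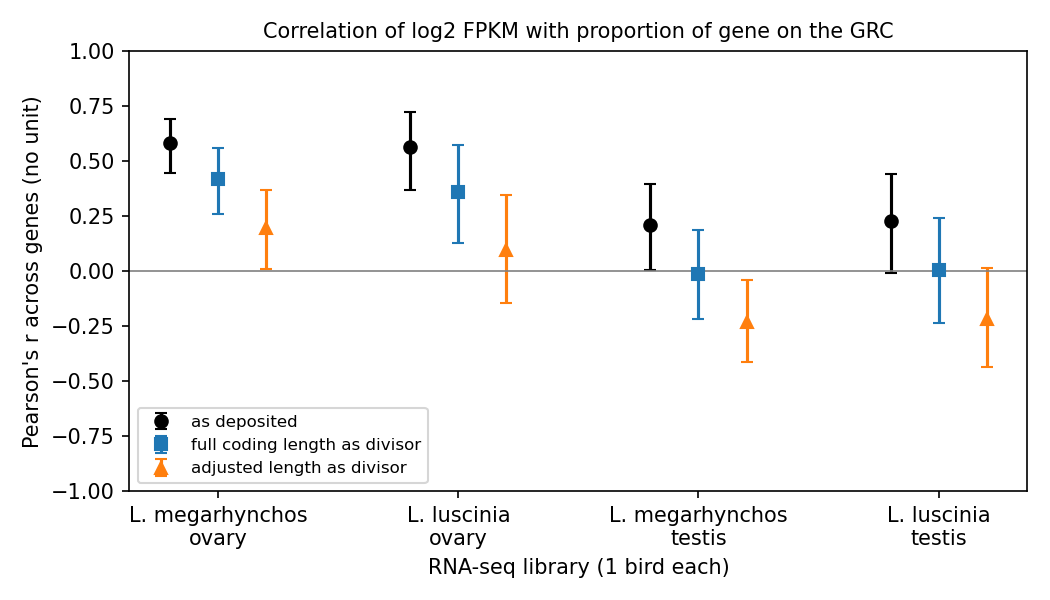
Pearson's r across genes above 0 between log2 FPKM and the adjusted proportion of the gene on the GRC (y axis, no unit) in each library (x axis, 1 bird each). Points show FPKM as deposited (circles), with the full coding length as the divisor (squares) and with the adjusted length as the divisor (triangles), and bars are 95% bootstrap intervals over genes. The ovary values as deposited are 0.581 and 0.563, and the triangles of the ovaries are at 0.197 and 0.095.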

**Fig. 9:**
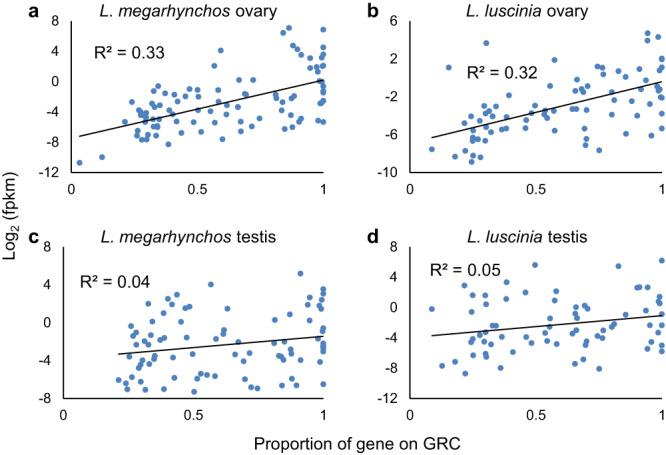
Relationship between the completeness of a gene on the GRC and its expression level. Expression is shown on the y-axis as the logarithmic value (base 2) of FPKM (fragments per kbp per million) which means that the decreased size of a gene has already been accounted for once. There is a correlation in the ovaries of both species (**a** and **b**), but not in the testes (**c** and **d**). Source data are provided as a Source Data file.

## Discussion

The GRC is an unusual chromosome. On the one hand, the apparent universal presence among songbirds^4^ suggests that the GRC is not just a parasitic supernumerary B chromosome, as has been previously suggested^13,14^, but has some important function for these birds which prevents its loss. On the other hand, our data revealed the extremely dynamic nature of this chromosome, with a lack of conservation not only between closely related sister species that diverged merely 1.8 million years ago^24^, but even within species. Moreover, our results question the functionality of many of the genes identified on the GRC by observing the incompleteness of their coding regions, the presence of premature stop codons, and lower expression from shortened genes.

The GRC represents a challenge to assemble. The chromosome is only found in germ cells, which represent a small subset of cells, even when harvesting the testes or ovaries specifically. This, combined with the fact that the GRC only occurs as a single copy in males, means that sequencing coverage of regions not duplicated within the GRC is low (about 15-25% of the A chromosome coverage in our data). Additionally, the GRC sequence is often very similar or indistinguishable from the sequence of A chromosomes^5^. For these reasons, previous attempts to identify GRC sequences, which relied on using highly repetitive GRC regions (having high germline coverage compared to somatic coverage) and germline-specific SNPs, were unable to assemble regions that have a low copy number and are not highly differentiated from the A-chromosomal sequence.

The method used in this paper to assemble the GRCs of the two nightingale species is able to assemble regions with low coverage and low divergence, as long as they have regions suitably nearby that are identifiable as GRC in origin, which can enable the classification of overlapping 10x linked barcodes. When near-identical duplications that are merged in the assembly are taken into account, our assemblies have a cumulative length that closely matches the chromosome sizes estimated from the cytogenetic visualisation, suggesting that we assembled a large proportion of the two nightingale GRCs. Together with a recently published GRC assembly in the blue tit^23^, these assemblies represent the most complete GRC assemblies achieved to date, although they are still fragmented.

The GRCs of the two nightingale species are surprisingly different in sequence origin. Even after accounting for the possible gaps in our assemblies, the content of both GRCs is very different, with a conservative estimate suggesting that a third (*L. megarhynchos*) to a half (*L. luscinia*) of the GRC is species specific. This is striking, given the recent divergence of the two nightingale species ( ~ 1.8 Mya)^24^ and low genetic divergence of the A chromosomes^24,26,37^. The comparison of the nightingale micro-GRC gene content with that of the *T. guttata* macro-GRC shows a similar lack of conservation. Of the 269 known GRC genes from *T. guttata*^5^, only 20 were found in either of the two nightingale species (see Supplementary Fig. 6 for examples).

A stark difference between the two GRCs is the large paralogous region of chromosome 2 on the GRC of *L. luscinia*, making up approximately half of the *L. luscinia* GRC. Interestingly, analysis of the GRC and A chromosome divergence revealed that addition of this sequence to the GRC predates the divergence of the two species, suggesting the loss of the chromosome 2 paralogous region in *L. megarhynchos* rather than its recent addition in *L. luscinia*. On the other hand, we revealed that relatively large parts of the GRC in *L. megarhynchos* were added to the chromosome after the divergence of the two species. This suggests multiple frequent additions and deletions occurring on the GRC in a relatively short time span. Variation in copy number and the proportion of duplicated sequences were also high, even among individuals of the same species, suggesting that even within populations this chromosome is not well conserved. We should, however, note that our data does come from the male germline, where the chromosome is not normally heritable. Given the GRC variation is between individuals, and it does not differ dramatically between cells from a single individual, we consider it unlikely that the GRC is undergoing reorganisation specific to the testis. However, it would still be good in the future to confirm that there are no sequence differences between a heritable GRC in the ovary and a non-heritable GRC in the testis.

The striking divergence of the GRC sequence and gene content, even between such closely related species, allows for the intriguing possibility that this chromosome might be involved in speciation in songbirds. Songbirds have a higher diversification rate compared to other bird taxa and comprise more than half of all modern bird species, despite only being one of many present lineages^38,39^. We identified 57 genes inside species-specific regions on the two GRCs. This rapid gene turn-over represents a lot of opportunity for natural selection to act upon in creating reproductive isolation, both more generally among songbirds but also specifically in nightingales, where the two species are separated by female-limited hybrid sterility and divergence of sperm morphology^25–27,40^.

Most genes identified on the nightingale GRCs were only partially present. While some of this is an artifact of the assembly process, there are many compelling reasons to believe that this still represents a real phenomenon, where genes that are copied onto the GRC tend to become fragmented, non-functional pseudogenes. This is supported by the large number of premature stop codons in the assembled exons and the fact that even after accounting for length, genes had exponentially more expression the more complete they were. This pattern was also specific to the ovaries, further reducing the likelihood that this pattern and the associated gene shortening is somehow an artifact of the assembly process.

While the occasional shortening of a gene may result in a novel function, for example as a long non-coding RNA^41^, it is difficult to imagine that such a process would occur simultaneously across hundreds of genes. It seems more likely that pseudogenization and an associated reduction in relative transcription (in the tissue capable of exerting a selective pressure) is the destiny of most genes that are copied onto the GRC. This pseudogenisation might be the result of little selective pressure acting on the GRC due to its presence solely in the germline, allowing for the accumulation of structural changes which would be deleterious on any other chromosome, where such mutated genes could be expressed in the tissue in which they normally act. The absence of traditional recombination on the GRC^17^ would further promote the accumulation of these changes. When this is combined with the observed rapid divergence of the GRC size and genetic content between species, it suggests that large portions of the GRC are effectively non-functional and that the GRC frequently acquires (and subsequently loses) sequences from the A chromosomes. This, however, does not mean that some proportion of the GRC is not important in function. Kinsella et al.^5^ found protein products for five genes on the *T. guttata* GRC, as well as signatures of selection on 10 GRC-linked genes, suggesting the functionality of at least some of the hundreds of GRC-linked genes. These genes could play important roles, for example in germline determination, oogenesis or spermatogenesis, although evolution of spermatogenesis functionality might be limited by the maternal inheritance of the GRC. While preliminary, the lack of correlation between testis gene expression and gene completeness supports this hypothesis of limited functionality in spermatogenesis, suggesting most testis GRC expression is uncoordinated and random.

In an attempt to identify conserved genes on the GRC that may be preventing its loss from the songbird germline genome, we searched for genes with a complete coding sequence that we were confident were present in both nightingale species and *T. guttata*. However, 5 of the 6 genes identified this way represent genes such as endogenous retroviral homologues and uncharacterised, or poorly characterised genes, which despite being present in all three species, also show high variation in copy number within species. It thus seems unlikely that they represent indispensable GRC sequences.

The remaining complete gene that is present in both nightingale species as well as *T. guttata* is a paralog of *cpeb1*, cytoplasmic polyadenylation element binding protein 1. In addition to the normal A-chromosomal version, this gene has a single copy on the GRC present in all 3 individuals of both species, does not feature any stop codons along its entire length, and was found to be expressed in the ovaries of both species. We estimated *cpeb1* to have diverged from the A-chromosomal version early on in passerine evolution (before the divergence of suboscines and oscines, but after the split of Acanthisittidae). This makes this gene one of the oldest genes identified on the GRC so far and suggests that the GRC might be present not only in all songbirds but all passerine birds except for a small group of Acanthisittidae. Previous analysis of this gene on the *T. guttata* GRC found that it is under long-term purifying selection, further supporting its functionality^5^. *Cpeb1* codes for an RNA-binding protein that regulates mRNA translation during oocyte maturation and early embryonic development as well as at the post-synapse sites of neurons^42^. Maturating oocytes and early embryos are transcriptionally quiescent, with protein synthesis largely depending on post-transcriptional regulation of the stored transcripts. *Cpeb1* recognizes a specific sequence motif within the 3′ UTR of the target mRNAs and modulates their expression in a spatio-temporal manner through regulating RNA cytoplasmic polyadenylation, formation of the mRNA ribonucleoprotein complex and translational repression^43–45^. In neurons, *cpeb1* contributes to synaptic plasticity and memory formation^46^. Although the function of the *cpeb1* paralog on the songbird GRC is unknown, we can speculate that it could have specialised in the oocyte-specific function, while the *cpeb1* copy on the A chromosomes holds its original functions in somatic cells. Together, these findings make *cpeb1* a tempting candidate for a functionally important gene which may be preventing the loss of the GRC from the songbird germline.

The picture emerging of the GRC is that it is a tumultuous chromosome, where large stretches of DNA can be added and subtracted rapidly, seemingly without consequence for the fitness of the organism and the probability of the chromosome being transmitted to the next generation. Once on the GRC, any sequence is liable to be duplicated on the chromosome multiple times. The pace and scale of these changes do not seem conducive to the fine scale refinement normally associated with natural selection. This, combined with the fact that genes are often fragmented, suggests that a large portion of the chromosome is non-functional, with presumably a small ancestral region harbouring genes that are driving the continued existence of the chromosome in the songbird lineage.

The seemingly contradictory picture of the GRC highlights how programmed DNA elimination can change the evolutionary landscape of genetic sequences. The fact that the GRC is eliminated from somatic cells means that there are much less pleiotropic constraints on this chromosome compared to A chromosomes, which may lead to less selection pressure acting on this chromosome. As a consequence, many genetic changes, which would have large negative consequences for an individual if they occurred on an A chromosome, are effectively silenced on the GRC.

This work represents the first comparison of GRC sequences between closely related songbirds, providing a unique insight into the evolutionary dynamics and importance of this peculiar chromosome. Our results emphasise how rapidly this chromosome evolves, with large variation being observed between the two species on almost every metric we measured, and moderate variation being observed even within each species. This contrasts starkly with the normally conserved bird karyotype and makes the GRC the fastest-evolving chromosome in the genome. We also show for the first time that many genes that are present on the GRC are present in a fragmented, presumably non-functional, state. This suggests that the chromosome is under uniquely relaxed evolutionary pressure, presumably as a result of its elimination from somatic cells. While the ubiquity of the GRC within the songbird clade does suggest an important role for the chromosome, it is still unclear what that role is. The chromosome appears to be under uniquely relaxed evolutionary pressure, presumably as a result of its elimination from somatic cells. Our results suggest that the main function of the GRC is limited to a few consequential genes, one of which seems to be *cpeb1*.

## Methods

This work was carried out in accordance with ethical animal research requirements of Poland according to Polish law (the Act On the Protection of Animals used for Scientific or Educational Purposes, 15.01.2015, item 266, implementing Directive 2010/63/EU of the European Parliament and of the European Council of 22.09.2010). Experiments on birds were approved by the General Directorate for Environmental Protection, Poland (permission no. DZP-WG.6401.03.123.2017.dl.3).

### Nightingale sampling

Seven unrelated male individuals from each nightingale species were sampled from allopatric regions (North-Eastern Poland for *L. luscinia* and South-Western Poland for *L. megarhynchos*), three individuals for whole genome sequencing, three for cytogenetic analysis and one for RNA sequencing. In addition, one allopatric female from each species was sampled for whole genome sequencing to create a reference genome assembly as well as for RNA sequencing from their ovaries. Blood was collected from the brachial wing vein of the female individuals and was used immediately for isolation of high-molecular-weight DNA. In addition, the heart and ovaries were dissected, frozen in liquid nitrogen, and stored at −80 °C for chromatin conformation capture and RNA sequencing, respectively. From male individuals, somatic tissue (kidney) and gonadal tissue (testes) were dissected and either used for DNA isolation (which was either done immediately or after storage at −80 °C), RNA isolation (after storage at −80 °C) or preparation of meiotic spreads (testes only).

### Preparation of meiotic spreads and estimation of GRC size

Immunostained synaptonemal complexes of pachytene chromosomes were prepared as described in Poignet et al.^29^ chromosomes were immunostained with rabbit polyclonal anti-SYCP3 antibody (ab15093, Abcam) (dilution 1:200) recognising the lateral elements of the synaptonemal complex, and human anticentromere serum (CREST, 15-234, Antibodies Incorporated) (dilution 1:50) binding kinetochores (see Poignet et al.^29^ for details). The GRC can be recognised from other chromosomes on these slides by its relatively weaker staining by anti-SYCP3 antibody and the CREST signal which covers the whole chromosome, instead of just the centromere. The images were modified by merging the three colour channels and adjusting the contrast. Additionally, the area outside of the cell was cleaned of noise and cell debris using photoshop v.21.0.2.

The lengths of the 29 largest chromosomes and the GRCs were measured in 10 high-quality cells from 3 individuals from each species using ImageJ software (ImageJ 1.50i)^47^. The measured length of the GRC was divided by 1.5, due to a measurement discrepancy caused by its univalent nature^10^, before the size was calculated using a linear regression in each cell (Supplementary Fig. 2). This used the relationship between the logarithmic values of the 29 longest chromosomes lengths and the logarithmic size in base pairs of the 29 largest chromosomes from the *F. albicollis* genome, FicAlb1.5 [https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_000247815.1/] (the average *R*^2^ value for a cell was 0.96 in *L. megarhynchos* and 0.98 in *L. luscinia*). The approximate size was checked against the size of the eliminated GRC micronucleus using rabbit monoclonal anti-H3K9me3 antibody (ab8898, Abcam; dilution 1:200).

### Sequencing and assembly of the two nightingales’ reference somatic genomes

We sequenced the somatic genome of a female individual from each nightingale species using a combination of long-read Nanopore sequencing, standard Illumina sequencing, 10x Genomics linked-read sequencing and Omni-C chromatin conformation capture. High molecular weight DNA was isolated from 10 μl blood aliquots following a phenol-chloroform extraction protocol^48^, except that 2 volumes of 80% ethanol were used for the DNA precipitation and 10 mM NaN3 was added to the TE buffer to prevent algae and moulds from growing in the final DNA solution.

Nanopore sequencing libraries were prepared using the Rapid sequencing kit (SQK-RAD004) and the Ligation sequencing kit (SQK-LSK108) (Oxford Nanopore Technologies) according to the manufacturer’s instructions. The libraries were sequenced on MinION and GridION instruments using FLO-MIN106 flowcells and standard parameters. The standard Illumina sequencing was done at GeneCore (EMBL, Heidelberg, Germany), where 2 × 250 bp paired-end libraries were prepared and sequenced using the HiSeq 2500 (Illumina). For the 10x Genomics linked-read sequencing, the DNA was sent to SEQme (Dobris, Czech Republic) for library construction and 2 × 150 bp paired-end sequencing using the NovaSeq 6000 (Illumina).

Sequencing adaptors were trimmed from the Nanopore reads using Porechop v0.2.4 (https://github.com/rrwick/Porechop). Trimmomatic v0.39^49^ was used for quality and adaptor trimming of the Illumina reads. The 10x linked reads were processed by the Long Ranger v2.2.2 basic pipeline (10x Genomics).

The trimmed Nanopore reads were assembled using Flye v2.7.1^50^. Minimap2 v2.17^51^ was used to map the trimmed Nanopore reads on the resulting draft genome sequence followed by error correction with Nanopolish v0.13.11^52^. The genomes were further error-corrected three times using the Illumina short reads and Pilon v1.23^53^ after they were mapped with BWA v0.7.17^54^. To correct erroneous hybrid scaffolds, the 10x linked reads were used with the Tigmint v1.1.2 pipeline^55^. The 10x reads were also used to further scaffold the genome sequences using Arcs v1.1.1^56^ and LINKS v1.8.6^57^.

To scaffold the genome assemblies to chromosome level, the deep-frozen heart sample was shipped to the Dovetail Genomics, LLC (CA, USA) for Omni-C chromatin conformation capture sequencing. The assembly was then improved using their HiRise software v0.75.

The completeness of the assembled genome was assessed with BUSCO v4.0.6^33^ using the ‘vertebrata_odt10’ dataset. The assembled scaffolds were also aligned to the *T. guttata* genome (GenBank assembly accession: GCA_003957565.2) using Minimap2 v2.17^51^ to identify the homologous chromosomes and Circos v0.69-9^58^ for visualisation (see Supplementary Fig. 3).

### Sequencing of somatic and germline genomes from male individuals

We sequenced DNA from somatic (kidney) and gonadal (testis) tissues from three individuals of each species. One individual from each species had DNA from both tissues sequenced using 10x Genomics linked reads^59^ Illumina sequencing technology, while the other two individuals had DNA samples sequenced with standard paired-end Illumina sequencing.

High molecular weight DNA was extracted for 10x linked-read sequencing from the frozen testis and kidney samples using a phenol-chloroform protocol^48^ and sent to the company SEQme (Dobris, Czech Republic) for library construction and 2 × 150 bp paired-end sequencing using the NovaSeq 6000 (Illumina). For the standard Illumina sequencing, DNA was extracted from frozen tissue samples using MagAttract HMW DNA Kit (Qiagen) and sent to the Institute of Applied Biotechnologies (Prague, Czech Republic) where the sequencing libraries were prepared using NebNext Ultra II DNA Kit (New England Biolabs) and sequenced with the NovaSeq 6000 (Illuimna) using 2 × 150 bp paired-end mode.

Testis samples were sequenced to a higher depth (105-150x) than the kidney samples (45-120x) to ensure sufficient coverage over the GRC (see Supplementary Data 4).

### Identification and assembly of GRC reads

Linked 10x reads that originated from the GRC were identified using the following methods before being assembled using Supernova^60^ and the “megabubbles” option (method visualised in Fig. 2):

(a) To identify testis-specific sequences, the testis genome was assembled using the 10x linked reads and Supernova^60^. The 10x reads from the testes and kidneys were then processed using Long Ranger v2.2.2, trimmed and checked for adaptors using Trimmomatic v0.39^49^, before having duplicates removed using FastUniq v1.1^61^. They were then aligned to their respective germline genome using bwa v0.7.17^54^. Regions of the testis genome assembly that were at least 500 bp long and were fully covered by reads from the testis dataset while having no reads align to them from the somatic dataset were identified using Samtools v1.14^62^. Reads from testis samples that overlapped these regions by at least 10 bp were used to identify 10x barcodes and their associated reads as originating from the GRC.

(b) To identify testis-specific SNPs, sequencing reads from 10x libraries were processed using Long Ranger v2.2.2 before all reads were trimmed and checked for adaptors using Trimmomatic v0.39^49^ and having duplicates removed using FastUniq v1.1^61^. These reads were then aligned to the reference somatic genomes from their respective species. SNP variants were identified using GATK v4.1.7.0^63^. If a variant was present in all three testis samples from a species, but in none of the kidney samples from that species, it was considered to be a GRC variant. These SNP variants were used to create 29 bp kmer sequences (i.e. each variant resulted in 29 kmers). Any kmer that was present in the 10x kidney reads was removed and the remaining kmers were used to identify reads from the 10x testis dataset that had a matching sequence. The barcodes from these reads were used to identify any associated reads.

(c) A sample of 100 000 reads from each of the 10x datasets was used to identify repetitive elements that might be unique to the GRC of each species using RepeatExplorer^64^. While no such repeats were found in *L. luscinia*, a candidate repeat was found in the testis dataset of *L. megarhynchos*. This result was confirmed using all the 10x reads from *L. megarhynchos* and Blastn v2.10.0^65^, with a word size of 8, an e-value of 1e-5, and a max hsps of 1. Any read that matched with at least 100 bp and greater than 90% identity to the repetitive element was selected. Once again, all reads with the associated 10x barcodes were designated as having originated from the GRC.

### Coverage of GRC scaffolds

In order to identify scaffolds that represent near-identical duplicates and/or erroneous sequences in the GRC assembly, the assembled GRC sequence for each species was combined with the corresponding reference somatic genome assembly. The sequencing reads from both tissue types for all three individuals were aligned to the combined genome and GRC assembly using bwa v0.7.17^54^ for each species (see Supplementary Fig. 9). For each individual, regions of the GRC which had zero read coverage from the kidney dataset were identified. The modal testis coverage value of these regions for each individual was used as an estimate of the expected coverage for single-copy GRC regions. The ratio of the expected GRC coverage to the modal genomic coverage was used as a proxy for the “expected” GRC coverage in the kidney samples. These expected coverage values were used to normalise the observed coverage for each sample. The coverage of the kidney sample was then subtracted from the coverage of the testis sample to control for A-chromosomal reads misaligning to the GRC sequence. Finally, the average GRC coverage was calculated across 1 kbp windows along the two GRCs, with a minimum value of zero.

### GRC scaffold origin and conservation

Given that GRC sequences appear to originate from A chromosomes, the GRC scaffolds were aligned to the reference *L. megarhynchos* and *L. luscinia* somatic genomes using Minimap2^51^. Additionally, the two GRCs were also aligned to each other using Minimap2. The A-chromosomal origin of the GRC sequences were determined by whichever *T. guttata* chromosome corresponded to the top hit in the *L. megarhynchos* genome.

In order to identify regions with potential shared homology, aligned regions within 10 kbp of each other were merged using Bedtools merge v2.27.1^66^. Regions with alignments from both species were then labelled as potentially homologous.

### Gene annotation

The first frame of the *F. albicollis* transcriptome coding sequences (v FicAlb1.5 [https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_000247815.1/]) were aligned independently to the two assembled GRCs using Tblastx v2.10.0^65^ and an e-value cut-off of 1e-6. Overlapping alignments on the same strand of the GRC were merged. The resultant regions were aligned back to the *F. albicollis* coding sequences and the top hit in the positive strand was selected to identify which gene (and which portion of the gene) the exon represented.

When calculating what proportion of a gene was present on the GRC, the estimated proportion of that gene which was found on the GRC was normalised by dividing it by the proportion of the gene that was found in the *L. megarhynchos* genome. This was done in order to account for a possible lack of conservation between the two species. The normalisation was limited by not allowing the denominator to be smaller than 0.75. In other words, if 80% of a gene was found in the genome, and 80% was found on the GRC, that gene was treated as being 100% present on the GRC, but if 5% of a gene was found on the GRC and 5% in the genome, that gene was only treated as being 6.7% present in the genome. The cut-off of 0.75 is sufficient to fully correct for 2/3rds of all genes identified on the genome. This correction resulted in an average increase in the measured proportion of the found gene of 8.5% in *L. megarhynchos* and 8.9% in *L. luscinia*. Only genes with at least 25% of their coding region present in one of the two species were considered in order to reduce the risk of short sequences misidentifying homologous proteins.

The open reading frame of each exon was determined using ORFfinder v0.4.3 (https://www.ncbi.nlm.nih.gov/orffinder/). Because the exons were annotated with *F. albicollis* coding sequences, no untranslated regions (UTRs) are expected in the annotated exons; therefore, an exon was deemed to have a premature stop codon if no open frame measured 95% of its length.

### RNA sequencing and analysis

Total RNA was extracted from an ovary from the female used for the somatic reference genome and the testis of a male individual from each species using TRIzol™ reagent (ThermoFisher Scientific). Of the total RNA, 9 μl was treated with TURBO™ DNase (Ambion) cleaned using an RNA Clean and Concentrator kit (Zymo Research). The samples were then sent to GeneCore (EMBL, Heidelberg, Germany) for RNA-seq library construction using the NEB Ultra II stranded mRNA kit (New England Biolabs), including Oligo dT magnetic beads for mRNA enrichment. These libraries were sequenced to result in 150 bp single-end reads using HiSeq 2500 (Illumina). RNA reads were trimmed and had adaptors removed using Trimmomatic v0.39^49^. The trimmed reads were aligned to the reference somatic genome combined with the GRC assembly of the corresponding species using STAR v2.7.9a^67^. Only reads that mapped uniquely to the GRC exons were considered.

### *cpeb1* Evolution

The *cpeb1* gene sequence was determined from the Tblastx results with the XP_005051706.1 transcript from the two GRCs and their respective genomes. The GRC sequence was used to identify homologous sequences in related species using the ‘nr’ database on NCBI and Tblastx. For each species, the top hit was selected. These species included: *Acanthisitta chloris*, *Atrichornis clamosus*, *Calyptomena viridis*, *Corvus cornix cornix*, *Gallus gallus*, *Lonchura striata domestica*, *Sapayoa aenigma*, *Serilophus lunatus*, *Serinus canaria*, *Struthio camelus australis*, *T. guttata* and *Tyrannus savana*. The sequences were aligned using ClustalW^68^ and a maximum likelihood tree drawn with MegaX^68^.

### PCR validation

To validate the assembly of GRC sequences, we designed two PCR primer pairs targeting the GRC copy of the *cpeb1* gene and the *L. luscinia* GRC boundary between the chromosome 2 translocation and the chromosome 6 translocation (see Supplementary Data 5). To test whether species-specific gaps in homologous regions represented real genetic differences, primers were designed for three additional genes. Two of which were partially present in both species, but to varying degrees and the other was only found in *L. megarhynchos*. Each 50-μL PCR mixture contained 0.2 mM dNTPs (Sigma-Aldrich), 0.2 μM primers (Generi Biotech), 2.5 U of JumpStart™ Taq DNA Polymerase (Sigma-Aldrich) with corresponding PCR buffer and 20–30 ng of template DNA. For each forward/reverse primer pair we prepared five PCR reactions containing *L. megarhynchos* testis DNA, *L. megarhynchos* kidney DNA, *L. luscinia* testis DNA, *L. luscinia* kidney DNA and a no template control. The reaction conditions were as follows: 94 °C for 60 s, 30 cycles of 94 °C for 30 s, 50 °C – 59 °C for 30 s, and 72 °C for 60 s with a final extension at 72 °C for 3 min. PCR products were visualised on 1% agarose gel with ethidium bromide staining (see Supplementary Fig. 5).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1-5

Reporting Summary

## Data Availability

The novel whole genome Illumina sequencing data generated in this study have been deposited in the NCBI’s SRA database under the BioProject accession code PRJNA808609. The GRC assemblies have been uploaded onto Figshare (doi: 10.6084/m9.figshare.19161545) and NCBI under the BioProject accession code PRJNA808609 (accessions GCA_030412455.1 and GCA_030412475.1). The assembled reference somatic genomes and their corresponding raw data have also been deposited in the to NCBI database under the BioProject accession codes PRJNA810511 and PRJNA810515. RNAseq data have been deposited onto NCBI via GEO with the accession code GSE215907. The FicAlb1.5 genomic data used in this study are available in the NCBI database under accession code GCF_000247815.1.and the bTaeGut1.4.pri genomic data is found under the accession code GCA_003957565.2. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Rapid gene content turnover on the germline-restricted chromosome in songbirds
**Source:** Nat Commun. 2023 Jul 29;14:4579. doi: 10.1038/s41467-023-40308-8
**Supplement:** Supplementary file 1 — Supplementary Information

# Rapid gene content turnover on the germline-restricted chromosome in songbirds

## Supplementary Information

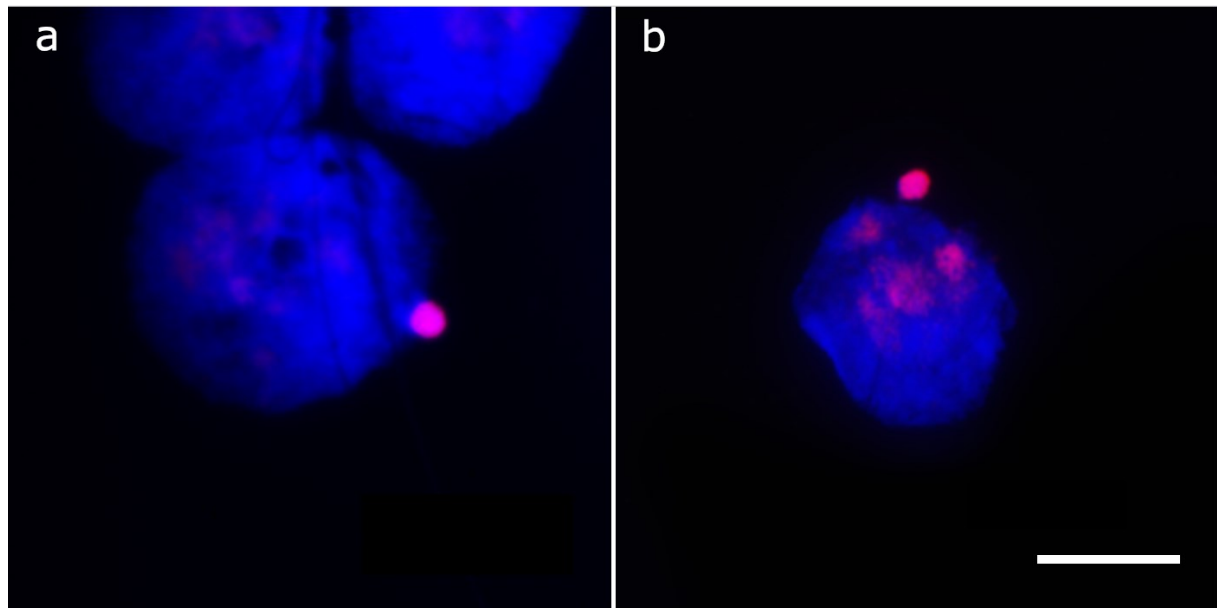

Supplementary Figure 1: Visualisation of the expelled micronucleus. Micronucleus containing the eliminated GRC next to secondary spermatocytes in *Luscinia megarhynchos* (**a**) and *L. luscinia* (**b**). Micronuclei are immunostained with H3K9me antibody (pink) and DNA is counterstained with DAPI (blue). For each species, the expelled micronucleus was observed five times in two different individuals. Scale bar represents 10  $\mu\text{m}$ .

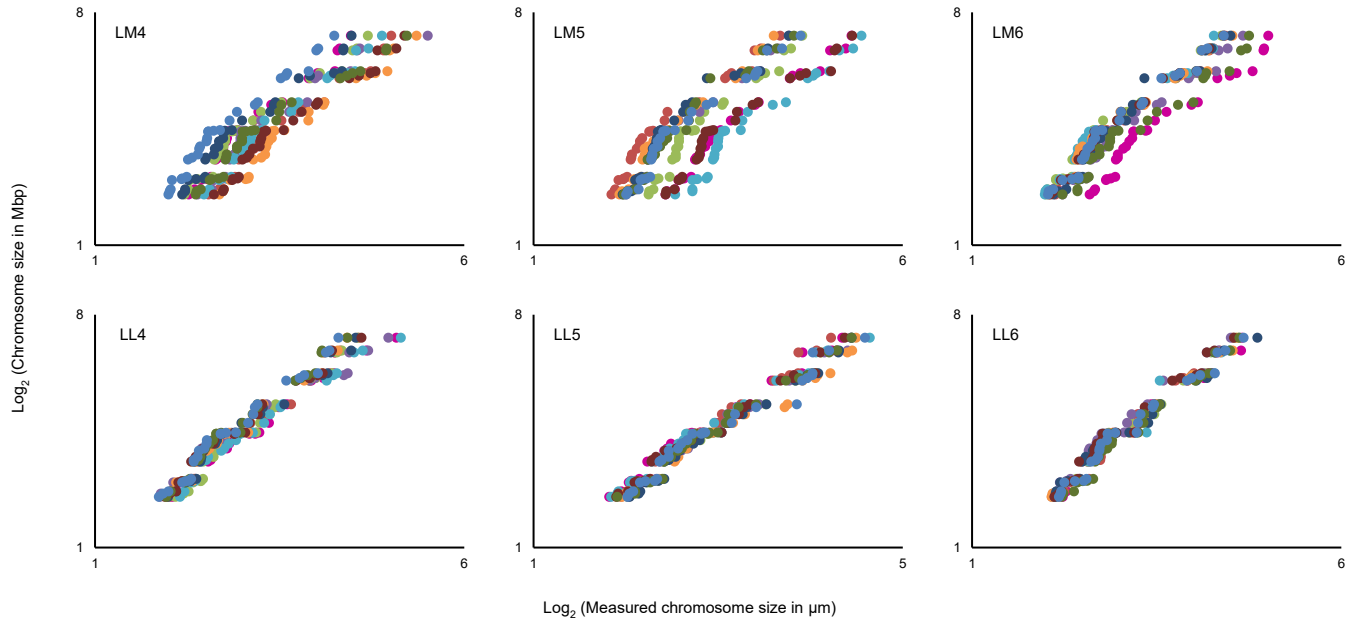

Supplementary Figure 2: Relationship between the measured size and size in bp of the 29 largest chromosomes in 10 cells from 6 individuals in two different species. There is a linear relationship between the logarithmic size of a chromosome's synaptonemal complex ( $\mu\text{m}$ ) and its logarithmic length in bp (based off *F. albicollis* chromosome sizes). This relationship is consistent within a cell, but not necessarily between cells (each cell is a different colour). This can be seen more clearly in *L. megarhynchos* (top; LM4, LM5, LM6) than in *L. luscinia* (bottom; LL4, LL5, LL6). Source data are provided as a Source Data file.

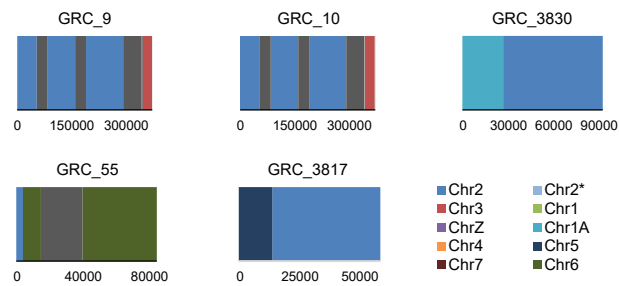

Supplementary Figure 4: Chromosomal origins of select GRC scaffolds from the *L. luscinia* assembly.

The shown GRC sequences that are derived from chromosome 2 and are spread across the scaffolds probably originated from a single translocation event, even though they are now often flanked by sequences originating from other chromosomes. Source data are provided as a Source Data file.

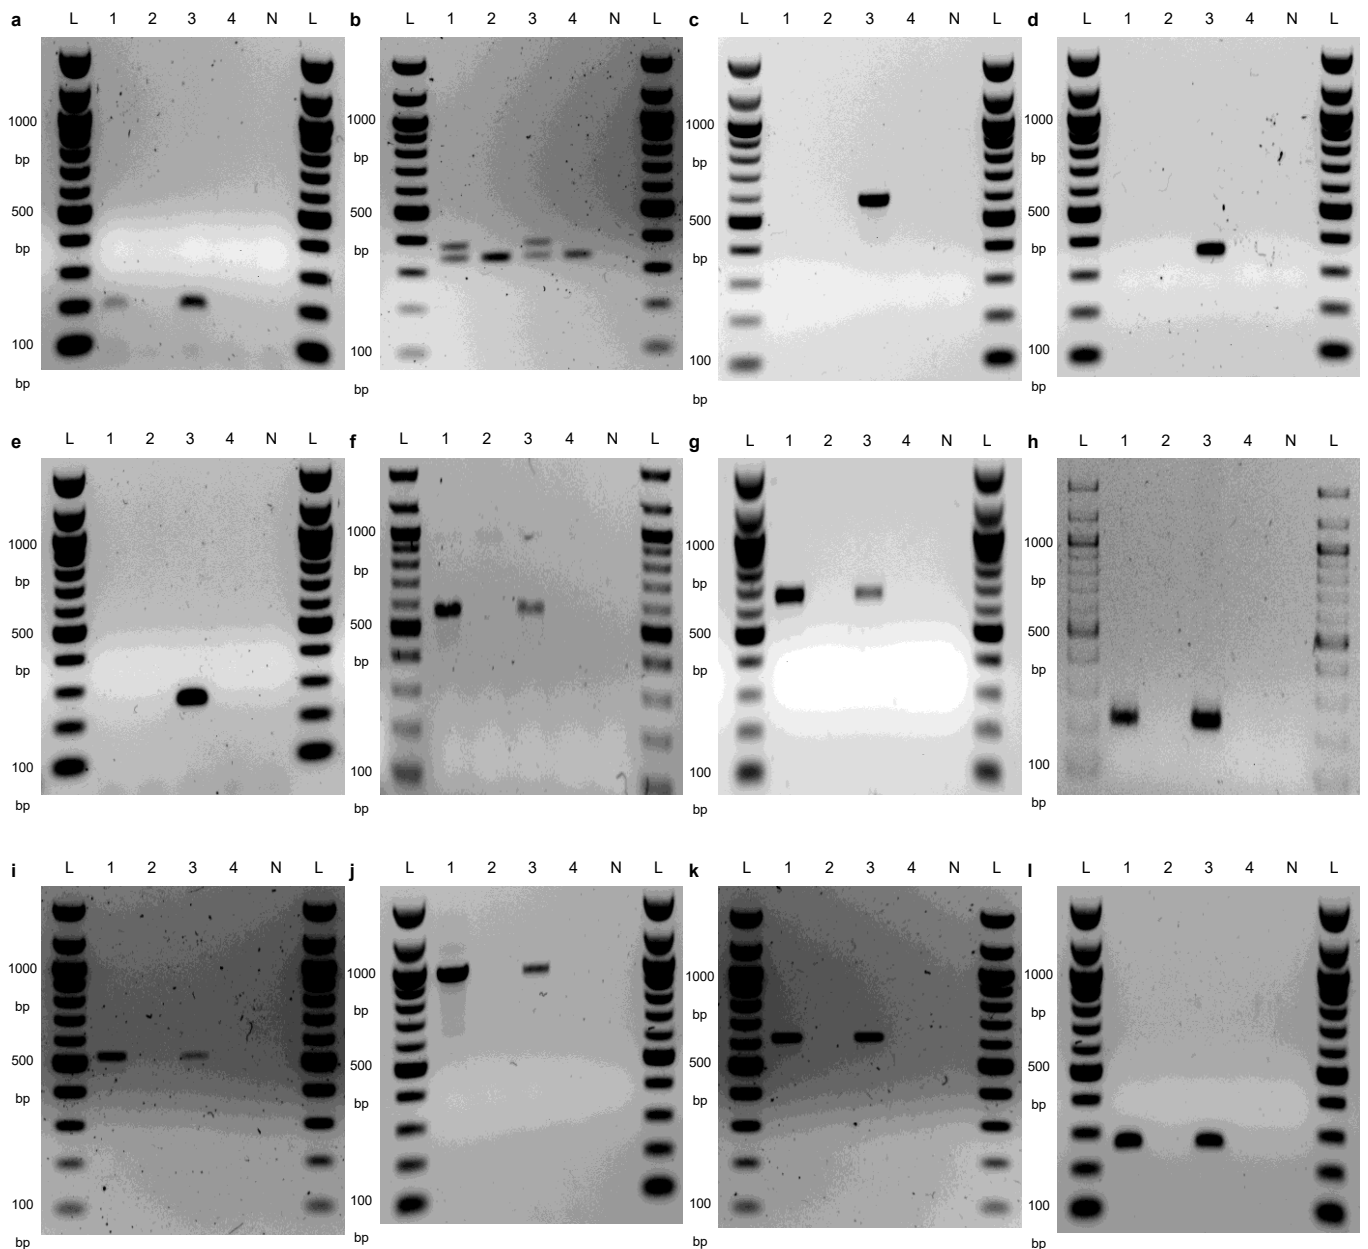

Supplementary Figure 5: PCR products of the GRC validations visualized on 1% agarose gel. The lanes correspond to 100bp New England Biolabs ladder (L), *L. megarhynchus* testis DNA sample (1), *L. megarhynchus* kidney DNA sample (2), *L. luscinina* testis DNA sample (3), *L. luscinina* kidney DNA sample (4), and negative control (N). The primer pairs used were as follows: CPEB1\_div\_F and CPEB1\_div\_R (a), CPEB1\_con\_F and CPEB1\_con\_R (b), Chr2\_chr6\_ext\_F and Chr2\_chr6\_ext\_R (c), Chr2\_chr6\_jun\_F and Chr2\_chr6\_ext\_R (d), Chr2\_chr6\_ext\_F and Chr2\_chr6\_jun\_R (e), XP\_005051812\_F\_P1A and XP\_005051812\_R\_P1A (f), XP\_005046862\_F\_P2B and

XP\_005046862\_R\_P2C (g), XP\_016160863\_F\_P2B and XP\_016160863\_R\_P2A (h), XP\_005046862\_p1\_F and XP\_005046862\_p1\_R (i), XP\_005046862\_p2\_F and XP\_005046862\_p2\_R (j), XP\_016160863\_p1\_F and XP\_016160863\_p1\_R (k), and XP\_016160863\_p2\_F and XP\_016160863\_p2\_R (l). **b, f, g** and **h** were also reproduced in a second individual from each species (data not shown).

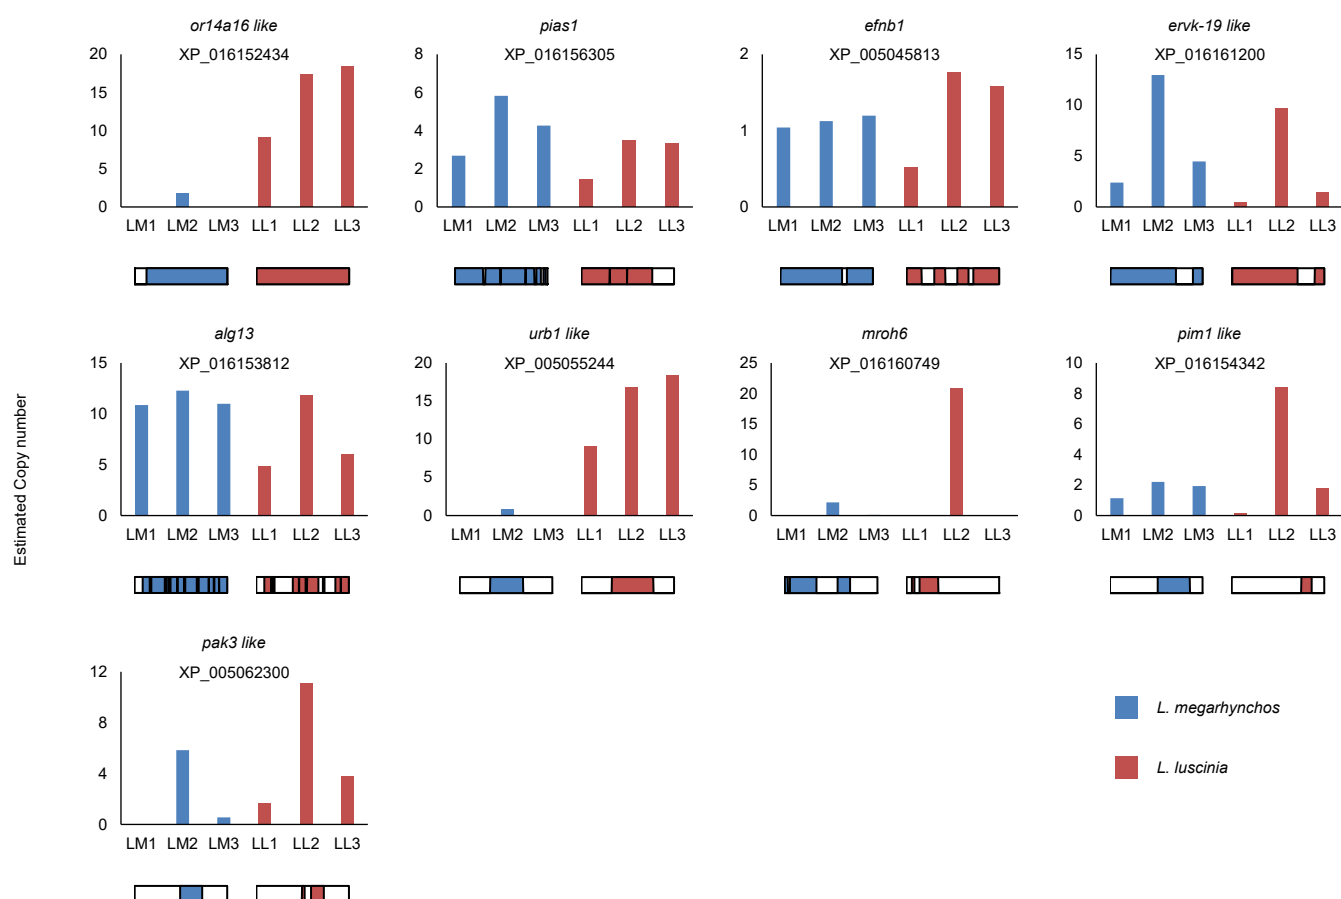

Supplementary Figure 6: Gene fragments shared between the two nightingale species' GRCs and *T. guttata's* GRC. The copy number estimate for each individual is based off the average normalised coverage of each scaffold that the genes were present on. The horizontal bars below the x-axes show the regions of the gene which were found in *L. megarhynchos* (blue) and *L. luscinia* (red). Source data are provided as a Source Data file.

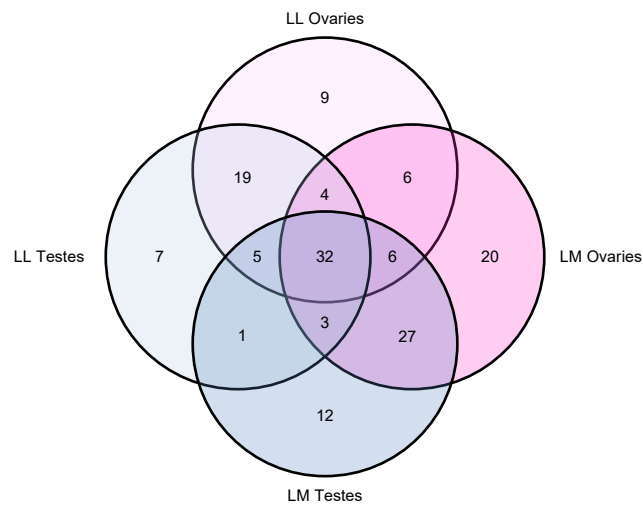

Supplementary Figure 7: Venn diagram showing the number of genes expressed between the different tissues and species. Overall, both tissues had a similar number of genes expressed, with the ovaries (pink) having slightly more expressed genes than the testes (blue). More genes were expressed in *L. megarhynchus* (darker colour and abbreviated to LM) than in *L. luscinia* (lighter colour and abbreviated to LL), although not as a percentage of the genes in their GRC.

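Split by library, 20 genes had FPKM above 0 in the *L. megarhynchos* ovary alone, 9 in the *L. luscinia* ovary alone, 12 in the *L. megarhynchos* testis alone and 7 in the *L. luscinia* testis alone. A further 27 genes were expressed in both tissues of *L. megarhynchos* and in neither of *L. luscinia*, and 19 in both tissues of *L. luscinia* and in neither of *L. megarhynchos*. A gene not found on the GRC assembly of a species has FPKM 0 there, so these splits do not separate absence from lack of expression. No read was found in any library for 41 genes.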

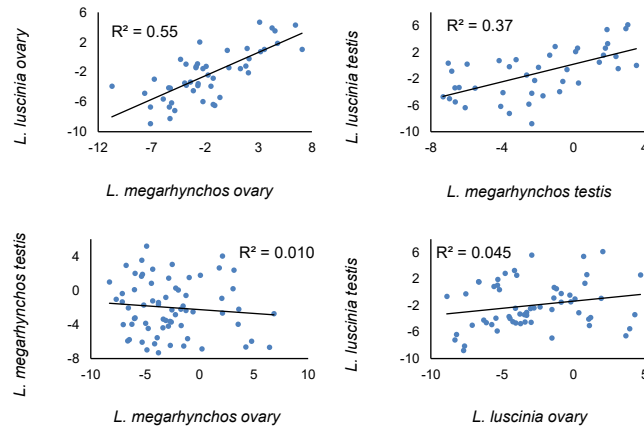

Supplementary Figure 8: Correlation in GRC gene expression between species within tissues and within species between tissues. The between species within tissues comparisons (top) correlate and the within species between tissues comparisons don't (bottom). Ovaries have the highest correlation. Values represent the logarithmic FPKM expression values (base 2). Source data are provided as a Source Data file.

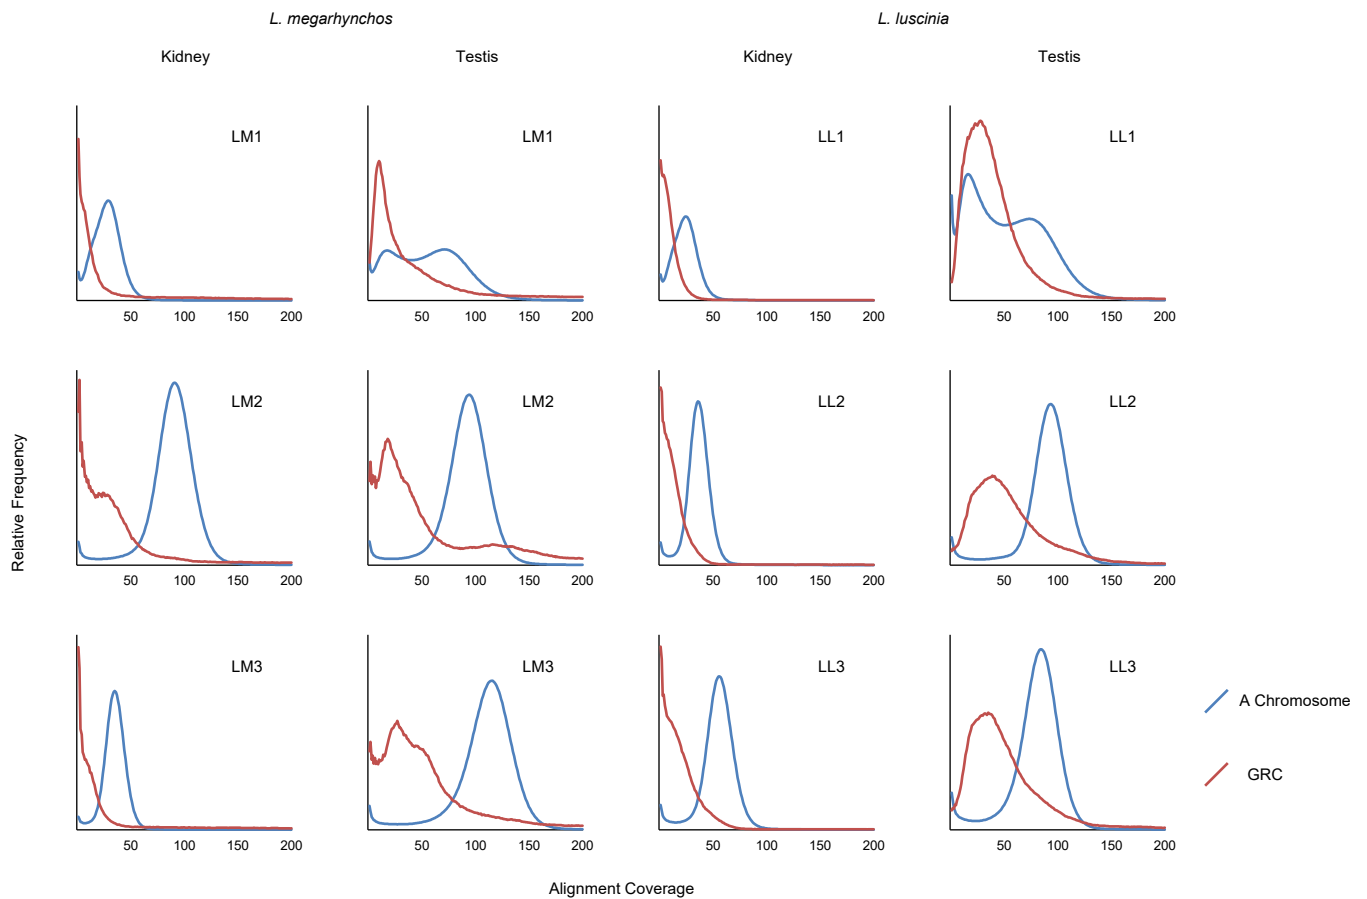

Supplementary Figure 9: Histograms comparing the coverage distributions each sample has over the A chromosomes and GRC. Each individual (abbreviated to LM or LL for *L. megarhynchos* and *L. luscinia*) has two samples associated with it, corresponding to either the kidneys or the testes. Both samples were aligned to the genome and GRC assemblies combined, with the coverage over the A chromosomes (blue) shown separately to the coverage across the GRC (red). The frequency has been normalised to make the GRC comparable to the A chromosomes. Source data are provided as a Source Data file.

# Supplementary material for: Rapid gene content turnover on the germline-restricted chromosome in songbirds
**Source:** Nat Commun. 2023 Jul 29;14:4579. doi: 10.1038/s41467-023-40308-8
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

### **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Estimates of GRC size from meiotic spreads for 6 nightingale individuals. Each estimate is based off a linear regression of chromosome lengths. The average R<sup>2</sup> value represents the average of all 10 cells linear regressions.

File Name: Supplementary Data 2

Description: Reference somatic genome statistics for *L. megarhynchos* and *L. luscinia*

File Name: Supplementary Data 3

Description: All 192 identified genes from nightingale GRCs. "Bp Found" refers to the number of different nucleotides identified from said gene across all scaffolds. "Adjusted Proportion" represents how much of the cds length was found in the GRC, divided by the proportion of the cds that was found in the whole genome (to a maximum of 0.75). "Normalised Coverage" is the estimated copy number in the GRC, taking recent duplications into account by normalising to the expected coverage using the respective somatic dataset. Expression data is expressed in FPKM, using the length of the gene in the GRC. 

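The deposited value of a gene, multiplied by its coding length and divided by its adjusted proportion, was a whole multiple of one step per library for 100% of the values above 0, within 0.01 reads. Multiplied by the coding length and by the adjusted proportion, as a value divided by the adjusted length would require, at most 3.70% of values in a library were whole, and multiplied by the bases found, at most 7.41%.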

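Reads on the 192 GRC genes amounted to 869 RPM in the *L. megarhynchos* ovary, 290 in the *L. luscinia* ovary, 254 in the *L. megarhynchos* testis and 520 in the *L. luscinia* testis.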

Note that comparisons of FPKM between datasets is not advised since it is not known what proportion of sequenced cells contained a GRC.

File Name: Supplementary Data 4

Description: Sequencing depth across 12 libraries. LL represents *L. luscinia* and LM represents *L. megarhynchos*. "t" stands for testis and "k" stands for kidney.

File Name: Supplementary Data 5

Description: Description of PCR primers used to validate GRC sequences

# Supplementary material for: Rapid gene content turnover on the germline-restricted chromosome in songbirds
**Source:** Nat Commun. 2023 Jul 29;14:4579. doi: 10.1038/s41467-023-40308-8
**Supplement:** Supplementary file 5 — Reporting Summary

Radka Reifova

Last updated by author(s): Jul 5, 2023

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection No software was used.

Data analysis ImageJ v1.50i, Porechop v0.2.4, Flye v2.7.1, Minimap2 v2.17, Nanopolish v0.13.11, Pilon v1.23, Tigrint v1.1.2, Arcs v1.1.1, LINKS v1.8.6, HiRise v0.75, BUSCO v4.0.6, Circos v0.69-9, Fastunq v1.1, Supernova v2.1.1, Long Ranger v2.2.2, Trimmomatic v0.39, BWA v0.7.17, Samtools v1.14, GATK v4.1.7.0, KAT v2.4.2, RepeatExplorer2, Blastn v2.10.0, Tblastx v2.10.0, ORFfinder v0.4.3, STAR v2.7.9a, Bedtools v2.27.1, Photoshop v.21.0.2, MegaX v10.2.6 and embedded ClustalW

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The novel whole genome Illumina sequencing data generated in this study have been deposited in the NCBI's SRA database under the BioProject accession code

PRJNA808609 [https://www.ncbi.nlm.nih.gov/bioproject/PRJNA808609]. The GRC assemblies have been uploaded onto Figshare (doi: 10.6084/m9.figshare.19161545) and NCBI under the BioProject accession code PRJNA808609 [https://www.ncbi.nlm.nih.gov/bioproject/PRJNA808609] (accessions JAOYSO000000000 and JAOYSP000000000). The assembled reference somatic genomes and their corresponding raw data have been submitted to NCBI (BioProject numbers PRJNA810511 [https://www.ncbi.nlm.nih.gov/bioproject/PRJNA810511] and PRJNA810515 [https://www.ncbi.nlm.nih.gov/bioproject/PRJNA810515]). RNAseq data have been deposited onto NCBI via GEO (ref GSE215907 [https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE215907]). Source data are provided with this paper. The FicAlb1.5 genomic data used in this study are available in the NCBI database under accession code GCF\_000247815.1 [https://www.ncbi.nlm.nih.gov/datasets/genome/GCF\_000247815.1/] and the bTaeGut1.4.pri genomic data is found under the accession code GCA\_003957565.2 [https://www.ncbi.nlm.nih.gov/datasets/genome/GCF\_003957565.2/].

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☐ Life sciences ☐ Behavioural & social sciences ☒ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|--------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Study description        | The germline restricted chromosome from two nightingale species was assembled using sequencing data from 3 individuals per species. This was done by comparing the sequencing data from somatic (kidney) and germline (testis) tissue from each individual.                                                                                                                                                                                                                                                                                                                                                    |
| Research sample          | This study uses two closely related songbird species ( <i>Luscinia megarhynchos</i> and <i>Luscinia luscinia</i> ). We chose closely related songbird species because the GRC has shown large variability over short evolutionary time spans. We specifically chose nightingales because our research team has experience working with them. The whole genome sequencing used males from each species because the testes have a lot more germline cells in them than ovaries. Females were only used for ovary RNAseq.                                                                                         |
| Sampling strategy        | Random wild individuals were sampled. No sample size calculation was performed. Three individuals were chosen for whole genome germline sequencing from each species as it gives an impression of within species sequence variance while still allowing for sufficient sequencing coverage of each individual. Three individuals were used for meiotic spread visualisations as it was the minimum amount we would have to kill and still be able to estimate variance. Only 1 male and female were used for RNAseq as we were mostly interested in the presence or absence of expression of identified genes. |
| Data collection          | DNA was sequenced using long-read Nanopore sequencing, standard Illumina sequencing, 10x Genomics linked-read sequencing and Omni-C chromatin conformation capture. RNA was sequenced using Illumina sequencing.                                                                                                                                                                                                                                                                                                                                                                                               |
| Timing and spatial scale | Samples were collected during their breeding season in the first half of May in 2018 and 2019.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
| Data exclusions          | No data was excluded from the study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Reproducibility          | We prepared 12 PCR primer pairs to amplify 5 different regions and confirm that the assembled sequences were genuinely unique to the germline, including the most important gene from the study ( <i>cpeb1</i> ), as well as the largest source of differentiation between the species, a large duplication from chromosome 2. Four of these primer pairs were additionally tested in a second individual from each species to confirm that the results were consistent.                                                                                                                                       |
| Randomization            | Samples could not be randomised in this study. Samples needed to be matched with their respective species and tissue.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Blinding                 | It was necessary to know which sample belonged to which species and which tissue for effective analysis and so no blinding was                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |

Blinding

possible.

Did the study involve field work?

Yes

No

## Field work, collection and transport

Field conditions

All samples were collected in allopatric regions near rivers where they tend to live.

Location

South-western Poland, near the town of Brzeg Dolny, by the Odra River (N 51°26'02", E 16°74'40") and North-Eastern Poland, near the town Łomża, by the Narew River (N 53°16'21", E 22°12'46").

Access &amp; import/export

This work was carried out in accordance with ethical animal research requirements of Poland according to Polish law (the Act On the Protection of Animals used for Scientific or Educational Purposes, 15.01.2015, item 266, implementing Directive 2010/63/EU of the European Parliament and of the European Council of 22.09.2010).

Disturbance

Researchers made an effort to keep noise to a minimum.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used

Rabbit polyclonal anti-SYCP3 antibody (ab15093; Abcam)(dilution 1:200), Human anticentromere serum (CREST; 15-234; Antibodies Incorporated) (dilution 1:50), Rabbit monoclonal anti-H3K9me3 antibody (ab8898, Abcam) (dilution 1:200)

Validation

anti-H3K9me3 and CREST are used in Del Priore et al (Del Priore, Lucia, and María Inés Pigozzi. Histone modifications related to chromosome silencing and elimination during male meiosis in Bengalese finch. Chromosoma 123:3: 293-302 (2014))

anti-SYCP3 is used in Torgasheva et al (Torgasheva, A. A., et al. Germline-restricted chromosome (GRC) is widespread among songbirds. Proc. Natl. Acad. Sci. U. S. A. 116:, 24:, 11845-11850 (2019). doi: 10.1073/pnas.1817373116)

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals

The study did not involve laboratory animals.

Wild animals

Seven adult males of the common nightingale (*Luscinia megarhynchos*) and the thrush nightingale (*L. luscinia*) were caught in the field using mist nets. Birds were sacrificed using cervical dislocation. From three male individuals, somatic (kidney) and gonadal (testis) tissues were dissected for DNA isolation and sequencing. Another 3 individuals had testes isolated for microscopy. The final male had testes isolated for mRNA sequencing. Additionally, 1 adult female from each species was caught and sacrificed using cervical dislocation. This bird was used for Nanopore and Omni-C sequencing as well as mRNA sequencing from its ovaries.

Reporting on sex

The study compares the expression patterns from ovaries and testes in the two nightingale species.

Field-collected samples

The wild animals described above were collected in the field.

Ethics oversight

The work was approved by the General Directorate for Environmental Protection, Poland (permission no. DZP-

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

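The expression data came from mRNA of 1 ovary and 1 testis of each nightingale species, 4 libraries from 4 birds. With 1 library per species and tissue there were no replicates, so no test across birds was made and no p-value was computed. Comparisons between tissues or species set single libraries side by side, and their intervals cover counting error or resampled genes, not birds. The authors trimmed the 150 bp reads with Trimmomatic 0.39, aligned them with STAR 2.7.9a to the somatic genome of the species joined to its GRC assembly, and kept reads mapped uniquely to GRC exons annotated by Tblastx 2.10.0 with flycatcher coding sequences. The counting program and the use of strand were not given in the sources used here. The authors deposited the result as FPKM with decimal commas, 1 column per library for 799 genes. No per-sample column was left unused. The values of the 192 genes of Supplementary Data 3 were the same in that table and in the deposited one, within a relative difference of 4.6e-06.

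Coding length, bases found, adjusted proportion and normalised coverage in 3 males per species were read from Supplementary Data 3. The deposited FPKM of these genes turned out to be reads divided by the full coding length and the reads of the library, multiplied by the adjusted proportion, which differs from the unit assumed when the analyses were planned. The planned analyses were kept on the FPKM as deposited, and FPKM with the adjusted length (coding length times adjusted proportion), the bases found or the full coding length as the divisor was added after seeing the data. Whole reads were recovered from the deposited values with a tolerance of 0.01 reads. The recovery was tested on simulated data: from values simulated for the 160 genes of the *L. megarhynchos* GRC and the 117 genes of the *L. luscinia* GRC with the proportion as a multiplier, 100% of read numbers were recovered. The 607 genes outside Supplementary Data 3 have no coding length or proportion in the sources used here, so their FPKM could not be turned into reads in the same way.

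Shares of genes have exact Clopper-Pearson 95% intervals, which take genes as independent draws. Reads have exact Poisson 95% intervals, which cover counting error only. For ratios against a count of 0, 3 reads were taken as its limit, while the exact Poisson interval of 0 reaches 3.69 reads. Correlations are of log2 FPKM across genes above 0, without a pseudocount, and genes are not independent replicates. They are given with rho, with each gene left out in turn, without the 2 genes farthest on the x axis and with a bootstrap over genes of 10000 resamples. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were used.

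The genes named are *cpeb1*, the 10 genes of Fig. 7, the genes of the PCR primers, the 5 genes with the highest FPKM in each library, whose values in Supplementary Data 3 had been seen when the rule was written, and genes above 0 in a library although their normalised coverage was under 0.1 in all 3 males of the species. The alternatives set before the data were examined were FPKM of at least 0.1 or 1, at least 3 or 10 reads, libraries thinned to the shallowest depth (1000 draws), symbols merged, genes with coverage of at least 0.5 in every male (of both species for counts over both), pseudocounts of 0.01, 0.1 and 1, Spearman's rho, leaving out the 5 highest genes or genes named LOC, FPKM per GRC copy, other measures of completeness and a partial correlation. No genome was used here, so no coordinates are given.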

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

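The tests of a listed gene under another identifier, of counting error and of the gap between species were chosen only after the result was seen, as was the search for the fewest reads, and the scaling to the share of GRC reads was set before.

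The deposited table holds 607 genes outside Supplementary Data 3, and 215 of them are listed above 0 in at least 1 library. The paper included only genes with at least 25% of the coding region in at least 1 species. No proportion is given for the 607 genes, so whether each falls under this rule could not be checked. Their reads could not be recovered directly, but the ratio of a gene's values in the tissues of a species must be a ratio of whole reads, which sets the fewest reads the gene can have. A ratio was accepted where a random one would match in at most 1% of cases. Among the 192 genes this gave a ratio for 125 of 128 pairs of gene and species, and the right one for 125. Of the 81 pairs among the other genes, all gave a ratio, against 2 after a random shift. Among the other genes, 72 were above 0 in both tissues of a species, and 51 of these had more than 3 reads in a library, which is above the limit that a count of 0 allows. A second HAUS6 identifier (XP_016160880) had at least 1364 reads in the *L. megarhynchos* ovary at an FPKM of 1.70, and LOC101821108 at least 288 and 373 reads in the *L. megarhynchos* and *L. luscinia* testis at 3.24 and 2.97. These genes were chosen after their values were seen. Pieces of a listed gene under another identifier do not account for most of the pattern, since 10 of the 215 genes share a symbol with one of the 192. Reads of A-chromosomal copies on the GRC, and RNA of short GRC fragments, were not tested and stay open, as does a biological difference between tissues.

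The direction between ovary and testis was compared between the species for the 39 genes with at least 10 reads in a tissue of each. In 30 of them the interval of the ovary to testis ratio of reads, relative to library size, excluded 1 in both species, and 13 were higher in the ovary of both, 13 higher in the testis of both and 4 opposite. The 4 genes, chosen after their values were seen apart from LOC101813323, were LOC101813323 (435 and 155 reads in ovary and testis of *L. megarhynchos*, 53 and 110 in *L. luscinia*), LARP4 (XP_005062131; 215 and 1, 50 and 100), EFNB1 (187 and 207, 21 and 0) and LOC107603488 (30 and 102, 31 and 20). The difference between the species was not tested across birds, since each library is 1 bird. Counting error alone would put at most 0.975 of the 39 genes in opposite directions on average. With reads scaled to the GRC reads of each library or to the median gene, the fewest genes opposite were 2, EFNB1 and LOC107603488, and LARP4 and LOC101813323 were no longer opposite. The criterion set before, that at most 3 genes stay opposite, was thus met, and the reading was changed after the gap between species had been seen. These scalings shift all genes alike, by a factor between the species of 6.12 for GRC reads and 2.05 for the median gene. By its exact 95% interval the gap between the species' ovary to testis ratios was at most 0.0798 for EFNB1 and at most 0.181 for LOC107603488, so the share of GRC reads is not the source for these genes. For LARP4 the gap was at least 31.7, more than either factor, but its opposite direction is not excluded as an effect of the scaling. For LOC101813323 the interval of 1.77 to 3.90 excludes 6.12 and covers 2.05. For both genes this stays open. Copy number that differs between birds, reads shared with near-identical copies and a biological difference between species stay open and were not tested.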

How the results depend on the processing

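The divisors other than the deposited one were chosen only after the result was seen, alone and combined with another choice. No paired analysis was possible because each species and tissue has 1 library, and for the same reason no values with a library left out exist.

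Counts of expressed genes depended on the threshold. In the order *L. megarhynchos* ovary, *L. luscinia* ovary, *L. megarhynchos* testis, *L. luscinia* testis, ovary of either species, ovary of both, testis of either, testis of both, all 4 libraries and complete shared genes, FPKM of at least 0.1 gave 50, 40, 50, 39, 67, 23, 68, 21, 9 and 4 genes, FPKM of at least 1 gave 20, 17, 22, 20, 27, 10, 31, 11, 3 and 1, and at least 10 reads gave 57, 41, 44, 46, 74, 24, 69, 21, 7 and 2. Fewer genes pass a higher threshold by construction. At least 3 reads moved the genes of all 4 libraries to 16 and kept the other counts within 1.5 times. Genes with normalised coverage of at least 0.5 in every male numbered 52 in the *L. luscinia* ovary, 40 in the *L. megarhynchos* testis, 38 in the *L. luscinia* testis, 19 in the testis of both species and 18 in all 4 libraries. For all counts over both species the filter was applied to the males of both, which also drops genes found on 1 GRC, and left 38 genes in the ovary of either species and 31 in the testis of either. FPKM of at least 0.1 with the adjusted length as the divisor gave 16 genes in all 4 libraries and 4 complete shared genes. Thinning to the shallowest depth and merging symbols kept every count within 1.5 times.

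The correlations between species stayed within their bootstrap intervals under all 20 planned and 10 added values. Between the tissues of *L. megarhynchos*, r was 0.203 with genes at 0 kept and a pseudocount of 0.01, 0.452 with at least 10 reads, 0.177 with coverage of at least 0.5 in every male, and, with the adjusted length as the divisor, 0.222 with at least 10 reads and 0.189 with genes at 0 kept. Across all genes above 0 it was -0.241 with the adjusted length, -0.249 with the bases found and -0.221 with the full coding length as the divisor, within its bootstrap interval. In *L. luscinia* r stayed within its interval, from 0.082 with the adjusted length to 0.434 with FPKM of at least 0.1. The cause was not tested.

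For completeness in the *L. megarhynchos* ovary, r moved to 0.422 with genes at 0 kept and a pseudocount of 1, 0.416 with FPKM of at least 0.1, 0.431 per GRC copy and 0.438 as a partial correlation. In the *L. luscinia* ovary it moved to 0.245 with FPKM of at least 0.1. In the *L. megarhynchos* testis it reversed to -0.029 per GRC copy. The cause was not tested. The adjusted length as the divisor gave 0.197, 0.095, -0.232 and -0.218 in the *L. megarhynchos* ovary, *L. luscinia* ovary, *L. megarhynchos* testis and *L. luscinia* testis. With at least 10 reads as well it gave 0.237, 0.047, -0.287 and -0.352, and the bases found gave 0.191, 0.087, -0.238 and -0.223. With genes at 0 kept, the adjusted length gave 0.295 and 0.296 in the ovaries. The full coding length gave 0.418 and 0.362 in the ovaries and -0.012 in the *L. megarhynchos* testis. These settings take a positive factor out of the values by construction, so a lower r follows.

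The rank of *cpeb1* was 5 in both ovaries as deposited and with symbols merged. In *L. megarhynchos* and *L. luscinia* it was 7 and 6 by reads, 3 and 2 per GRC copy, 4 and 4 with coverage of at least 0.5 in every male, 7 and 7 with the adjusted length as the divisor, and 6 and 6 with the bases found or the full coding length.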

Differences from the paper's values

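The divisors other than the deposited one were chosen only after the result was seen. The paper's value for the squared correlation between the tissues of *L. megarhynchos* is -0.010, and the value here is 0.0101, the square of r = -0.101. A squared correlation cannot be negative. The alternatives set before the data were examined are squares too, so the comparison of sign cannot come out otherwise. In *L. luscinia* the paper's value of 0.045 and the value here of 0.0454 match, and alternatives set before the data were examined gave 0.00818 to 0.188.

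The paper places *cpeb1* in the sixth rank of expression in both ovaries, and by the deposited FPKM it ranked 5 in both. By reads it ranked 6 in *L. luscinia* and 7 in *L. megarhynchos*. It ranked 6 in both with the bases found or the full coding length as the divisor, settings chosen after seeing the values.

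The description of Supplementary Data 3 gives the length of the gene on the GRC as the length in FPKM, and Fig. 9 states that gene size is accounted for. The deposited values and those of Supplementary Data 3 are instead multiplied by the adjusted proportion. With reads divided by the adjusted length (coding length times adjusted proportion), r with completeness was 0.197 and 0.095 in the ovaries of *L. megarhynchos* and *L. luscinia*, and with reads divided by the bases found 0.191 and 0.087, against 0.581 and 0.563 as deposited. These values cover genes above 0. With genes at 0 kept and a pseudocount of 0.01, r was 0.295 and 0.296 with the adjusted length, against 0.501 and 0.537 as deposited.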

Other observations

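All tests of completeness below were chosen only after the result was seen. The test of copy number was set before its result was seen.

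Expression rose with completeness in both ovaries on the deposited scale, and a hypothesis is that the proportion multiplied into the values adds to this. Rates per adjusted length (coding length times adjusted proportion) were shuffled over the genes of a GRC 10000 times and reads were drawn with no relation to completeness. The draws take reads as proportional to the adjusted length, which was not tested for pieces near the read length. Such draws leave fewer genes above 0 than observed, so a second set was drawn with a fraction of a read added to every gene, which brings that share to the observed one. Scaled as deposited, the first set gave a mean r of 0.403 in the *L. megarhynchos* ovary and 0.531 in the *L. luscinia* ovary across genes above 0, and the second 0.346 and 0.474. In the *L. megarhynchos* ovary the observed r of 0.581 lay at percentiles 98.9 and 99.87 of the first and second set. With the adjusted length as the divisor the observed r was 0.197, at percentiles 99.1 and 99.83. This argues against the multiplier as the whole source there. In the *L. luscinia* ovary the observed r of 0.563 lay at percentiles 65.9 and 88.3, and r with the adjusted length as the divisor was 0.095, at percentiles 94.1 and 98.0. The sets differ on whether the latter lies within shuffled reads, so whether the multiplier is the whole source in this library stays open.

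With genes at 0 kept and the adjusted length as the divisor, r was 0.295 in the *L. megarhynchos* ovary and 0.296 in the *L. luscinia* ovary, at percentiles 99.97 and 99.78 of the first set and 99.96 and 99.63 of the second, which argues against reads unrelated to completeness in both. In the testes r was 0.080 and 0.020, at percentiles 77.9 and 50.5 of the first set and 74.5 and 47.1 of the second.

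In the testes of *L. megarhynchos* and *L. luscinia* as deposited, the observed r of 0.209 and 0.228 lay at percentiles 2.21 and 1.52 of the first set and 10.4 and 6.13 of the second, so the sets differ and a departure from shuffled reads stays open. With the adjusted length as the divisor the observed -0.232 and -0.218 lay within the range of both sets, at percentiles 8.81 and 11.6 of the first. The ovary value of r exceeded the testis value in *L. megarhynchos* by 0.429 with reads divided by the adjusted length (interval 0.136 to 0.704) and by 0.430 with the full coding length as the divisor (0.149 to 0.699), which argues against the multiplier as the source of the difference between tissues. In *L. luscinia* the difference was 0.357 with the full coding length as the divisor (0.038 to 0.667), which argues the same way, and 0.313 with the adjusted length (-0.001 to 0.627), whose interval reaches 0. A biological difference between tissues stays open and was not tested across birds, since each tissue came from 1 bird.

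The hypothesis that genes with more GRC copies are expressed more was tested on log2 FPKM over the adjusted length against log2 of the mean normalised coverage. Genes above 0 with a mean coverage under 0.5 were left out, a filter on the tested variable. This left 92 genes in the *L. megarhynchos* ovary, 72 in the *L. luscinia* ovary, 70 in the *L. megarhynchos* testis and 62 in the *L. luscinia* testis. In the ovaries r was 0.112 in *L. megarhynchos* (bootstrap interval -0.087 to 0.296) and -0.055 in *L. luscinia* (-0.275 to 0.162), so no relation was detectable with these genes and these copy numbers. In the testes r was -0.334 in *L. megarhynchos* (-0.507 to -0.135) and -0.065 in *L. luscinia* (-0.301 to 0.185). Genes are not independent replicates, and 4 relations were computed. Copy number was the mean of 3 sequenced males per species, none of which gave RNA, and it differed between males. The test therefore cannot exclude a relation within the birds that gave RNA.

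Of 4 genes on the *L. luscinia* GRC with normalised coverage under 0.1 in all 3 males of the species, 2 had reads. LOC107603907 had 6 reads in the ovary and 1431 in the testis, and LOC101809575 had 3 and 199. In *L. megarhynchos*, 1 of 5 such genes had reads, LOC101819399, with 5 in the ovary and 3 in the testis. No biological explanation was tested.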
